# Apelin inhibition prevents resistance and metastasis associated with anti‐angiogenic therapy

**DOI:** 10.15252/emmm.201809266

**Published:** 2019-06-24

**Authors:** Iris Uribesalgo, David Hoffmann, Yin Zhang, Anoop Kavirayani, Jelena Lazovic, Judit Berta, Maria Novatchkova, Tsung‐Pin Pai, Reiner A Wimmer, Viktória László, Daniel Schramek, Rezaul Karim, Luigi Tortola, Sumit Deswal, Lisa Haas, Johannes Zuber, Miklós Szűcs, Keiji Kuba, Balazs Dome, Yihai Cao, Bernhard J Haubner, Josef M Penninger

**Keywords:** anti‐angiogenic therapy, Apelin–Apelin receptor, therapy‐induced resistance, tumor angiogenesis, VEGF‐VEGFR, Cancer, Vascular Biology & Angiogenesis

## Abstract

Angiogenesis is a hallmark of cancer, promoting growth and metastasis. Anti‐angiogenic treatment has limited efficacy due to therapy‐induced blood vessel alterations, often followed by local hypoxia, tumor adaptation, progression, and metastasis. It is therefore paramount to overcome therapy‐induced resistance. We show that Apelin inhibition potently remodels the tumor microenvironment, reducing angiogenesis, and effectively blunting tumor growth. Functionally, targeting Apelin improves vessel function and reduces polymorphonuclear myeloid‐derived suppressor cell infiltration. Importantly, in mammary and lung cancer, Apelin prevents resistance to anti‐angiogenic receptor tyrosine kinase (RTK) inhibitor therapy, reducing growth and angiogenesis in lung and breast cancer models without increased hypoxia in the tumor microenvironment. Apelin blockage also prevents RTK inhibitor‐induced metastases, and high Apelin levels correlate with poor prognosis of anti‐angiogenic therapy patients. These data identify a druggable anti‐angiogenic drug target that reduces tumor blood vessel densities and normalizes the tumor vasculature to decrease metastases.

## Introduction

Angiogenesis, the sprouting of new blood vessels from the existing vasculature, is a hallmark of cancer that facilitates rapid tumor growth and metastasis (Hanahan & Weinberg, 2011). Activation of an “angiogenic switch” during cancer progression causes aberrant capillary sprouting, tortuous and excessive vessel branching, enlarged vessels, erratic blood flow, micro‐hemorrhages, leakiness, and abnormal endothelial cell proliferation (Hanahan & Weinberg, 2011). Inhibition of this angiogenic switch has therefore been proposed as a key cancer treatment strategy. Given the importance of vascular endothelial growth factors (VEGFs) in angiogenesis, much attention has been focused on developing anti‐angiogenic receptor tyrosine kinase (RTK) inhibitors targeting the VEGFR signaling pathway to treat a variety of cancers by blocking tumor angiogenesis. Although various clinical trials have demonstrated the efficacy of these therapies, the benefits are usually transitory and, in certain cases, VEGFR pathway inhibitors may even lead to a more aggressive disease (Carmeliet & Jain, 2011a).

The large‐scale eradication of tumor blood vessels results in necrosis and hypoxia, which can trigger several resistance mechanisms that drive tumor regrowth and malignancy (Bergers & Hanahan, 2008; Carmeliet & Jain, 2011a; Potente *et al*, 2011). In recent years, the concept of vessel normalization has been proposed to restore vascular abnormalities in tumors, with vessels becoming less permeable and better structured (Jain, 2001). Promoting vessel normalization has been linked to decreased metastasis and an increased efficacy of other therapies such as chemotherapies (Carmeliet & Jain, 2011b; Leite de Oliveira *et al*, 2012; Maes *et al*, 2014). However, treatment with VEGF/VEGFR inhibitors alone leads to a transient, usually rather short period of vessel normalization after which hypoxia recurs and acquired resistance emerges (Rivera & Bergers, 2015). In the last years, combination of VEGF and angiopoietin‐2 (Ang2) blockage has shown greater effects than single targeting of both molecules in decreasing tumor growth, angiogenesis, vascular abnormality, and metastasis (Brown *et al*, 2010; Koh *et al*, 2010; Kienast *et al*, 2013; Rigamonti *et al*, 2014; Scholz *et al*, 2016; Allen *et al*, 2017; Schmittnaegel *et al*, 2017), thus increasing the promise of anti‐angiogenic VEGF‐targeting in combinatory therapies. However, this strategy increased hypoxia (Koh *et al*, 2010; Rigamonti *et al*, 2014; Scholz *et al*, 2016), which can worsen the tumor microenvironment and induce treatment resistance (Jain, 2014). Thus, there is a need to identify safe new agents that can retain the therapeutic advantages of current anti‐angiogenic treatments, such as the reduction of angiogenesis and primary tumor growth, and at the same time prevent its resistance‐associated features such as hypoxia and therapy‐induced metastases.

Apelin is an evolutionarily conserved peptide that acts as the endogenous ligand for the G protein‐coupled Apelin receptor (Tatemoto *et al*, 1998). The Apelin/Apelin receptor signaling pathway has been implicated in developmental angiogenesis (Saint‐Geniez *et al*, 2002; Kasai *et al*, 2004, 2010; Cox *et al*, 2006; Kälin *et al*, 2007; Kidoya *et al*, 2008; del Toro *et al*, 2010; Kidoya & Takakura, 2012). Although the Apelin/Apelin receptor pathway is downregulated in adulthood, it is frequently reactivated and upregulated in tumors (Sorli *et al*, 2007; Berta *et al*, 2010), including in endothelial cells within the tumor microenvironment (Seaman *et al*, 2007). Further, elevated levels of Apelin are associated with poor clinical outcome in certain human cancers (Berta *et al*, 2010). Although these observations make the Apelin/Apelin receptor pathway a potentially attractive target for anti‐angiogenic cancer therapy, the detailed effects of its targeting for cancer treatment *in vivo* are poorly understood. In addition, some reports suggest that the Apelin/Apelin receptor pathway is not redundant with VEGFR signaling and that both have independent roles in angiogenesis (Kidoya *et al*, 2008; del Toro *et al*, 2010; Heo *et al*, 2012). Therefore, we wanted to explore whether combinations of Apelin blockade with current anti‐angiogenic therapies may be of therapeutic benefit in cancer.

Here, we show that genetic and pharmacological inhibition of Apelin is a feasible strategy to reduce tumor blood vessel formation, vessel leakiness, and hypoxia, as well as to reduce suppressive immune cell infiltration, thereby significantly diminishing growth of primary lung and mammary tumors. In 3D vascular sprouts, Apelin is essential for VEGF to trigger blood vessel outgrowth, indicating that Apelin might be a key pathway that interfaces with VEGF signaling. Combining targeting of Apelin with clinically relevant RTK inhibitors like sunitinib, *in vivo* not only reduced blood vessel density and leakage in tumors, but also decreased hypoxia and metastases induced by sunitinib treatment. Further, elevated Apelin levels in serum samples from renal cell cancer patients treated with sunitinib as a single agent were associated with a worse prognosis. Our findings unveil a new strategy that combines clinically relevant anti‐angiogenic treatments with Apelin inhibition to diminish tumor growth, blood vessel density, and vessel abnormality within the tumor environment, and thus hypoxia, tumor resistance, and anti‐angiogenic therapy‐induced metastasis.

## Results

### Apelin blockage improves survival in mammary and lung cancer models

To corroborate that Apelin expression is associated with outcome in human breast cancer, we performed an unbiased meta‐analysis of multiple datasets using the Kmplot (Györffy *et al*, 2010) and PrognoScan (Mizuno *et al*, 2009) databases. We confirmed that high levels of Apelin expression in tumors are significantly associated with poor prognosis in breast cancer patients (Fig EV1A). Next, we determined whether Apelin blockage is a suitable strategy to ameliorate cancer progression by ablating its expression in mammary cancer. Apelin‐deficient (*Apln* ^−/−^) mice (Kuba *et al*, 2007) were crossed with MMTV‐*NeuT* transgenic mice (Lucchini *et al*, 1992) to generate MMTV‐*NeuT; Apln* ^−/−^ and MMTV‐*NeuT; Apln* ^+/+^ control littermates (termed *NeuT;Apln* ^−/−^ and *NeuT;Apln* ^+/+^ hereafter). Apelin has been previously shown to be upregulated in tumor cells (Seaman *et al*, 2007; Wang *et al*, 2007; Liu *et al*, 2015). We confirmed that Apelin expression is enhanced in tumors of MMTV‐*NeuT* mice compared to epithelial cells isolated from the mammary gland of healthy mice (Fig EV1B), recapitulating human breast cancer (Sorli *et al*, 2007) and validating our model. Importantly, *NeuT;Apln* ^−/−^ tumor‐bearing mice displayed a delay in the onset of NeuT‐driven mammary tumors and a significantly prolonged survival compared with *NeuT;Apln* ^+/+^ littermates (Figs EV1C and 1A). In line with enhanced survival, *Apelin*‐null mice displayed a decreased tumor burden in the mammary glands compared to age‐matched controls (Fig EV1D).

**Figure EV1:**
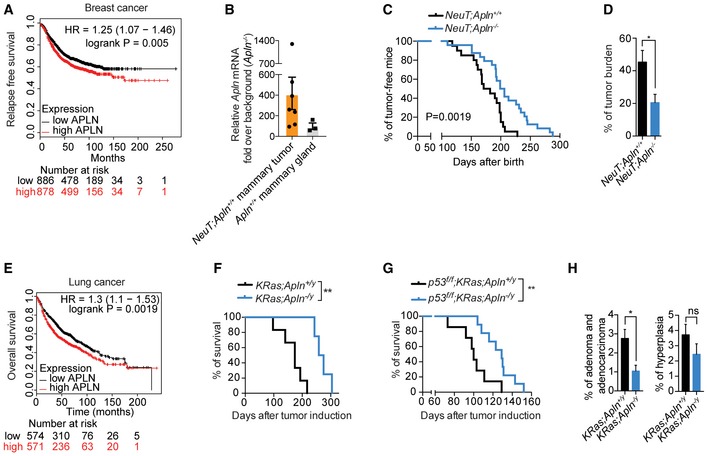
Apelin inactivation improves survival and reduces tumor burden in mammary and lung cancer Kaplan–Meier survival plot from the KM‐plotter database (Győrffy *et al*, 2013) for high and low Apelin (APLN)‐expressing groups in human breast cancer. Relapse‐free survival. Patients were split by the median. Affymetrix Apelin ID 222856_at.RT‐qPCR of Apelin (*Apln*) expression in *NeuT;Apln* ^+/+^ tumors (orange bar, *n* = 7) and purified normal (*Apln* ^+/+^) mammary gland epithelial cells (gray bar, *n* = 3). Data points from individual tumors or mammary glands and means (black bars) are shown.Kaplan–Meier plot for mammary tumor onset in *NeuT;Apln* ^+/+^ (*n* = 20) and *NeuT;Apln* ^−/−^ (*n* = 24) mice. *P* = 0.0019; log‐rank test.Mean percentages ± SEM of tumor burden in *NeuT;Apln* ^+/+^ (*n* = 6) and *NeuT;Apln* ^−/−^ (*n* = 9) mammary glands assessed 4 weeks after tumor onset. *P < 0.05; *t*‐test.Kaplan–Meier plot from the KM‐plotter database (Győrffy *et al*, 2013) for high and low APELIN‐expressing groups in lung cancer patients. Overall survival. Patients were split by the median. Affymetrix Apelin ID 222856_at.Kaplan–Meier plot for survival in *KRas;Apln* ^+/*y*^ (*n* = 6) and *KRas;Apln* ^−/*y*^ (*n* = 4) mice with non‐small cell lung cancer (NSCLC) after oncogenic KRas induction by AdenoCre inhalation. **P < 0.01; log‐rank test.Kaplan–Meier plot for survival in *p53* ^*f*/*f*^ *;KRas;Apln* ^+/*y*^ (*n* = 7) and *p53* ^*f*/*f*^ *;KRas;Apln* ^−/*y*^ (*n* = 9) mice with NSCLC after AdenoCre inhalation. **P < 0.01; log‐rank test.Percentages and representative histology of lung adenoma/adenocarcinoma and hyperplasia (±SEM) in age‐matched *KRas;Apln* ^+/*y*^ (*n* = 4) and *KRas;Apln* ^−/*y*^ (*n* = 4) mice analyzed 18 weeks after AdenoCre inhalation. *P < 0.05, ns = not significant; *t*‐test; three sections per lung were analyzed. Source data are available online for this figure.

**Figure 1:**
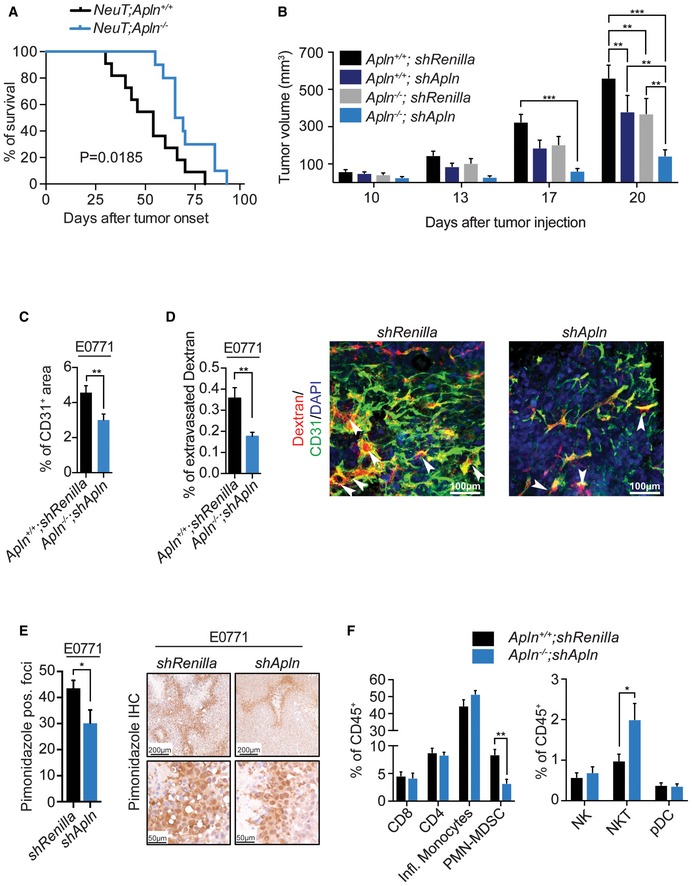
Genetic and pharmacological inhibition of Apelin impairs mammary tumor growth and tumor angiogenesis in a paracrine manner Kaplan–Meier plot for survival in *NeuT;Apln* ^+/+^ (*n* = 11) and *NeuT;Apln* ^−/−^ (*n* = 10) mice with mammary cancer after tumor onset. *P = 0.0185; log‐rank test. Mice were sacrificed when the tumor size reached 1 cm^3^, following ethical guidelines.Tumor volumes, followed over time, of control mammary tumor E0771 cells (*shRenilla*) and Apelin‐depleted (*shApln*) E0771 cells orthotopically injected into both syngeneic C57BL/6J *Apln* ^+/+^ and *Apln* ^−/−^ mice (5 × 10^5^ cells/mouse), respectively. Tumor volumes were determined using calipers and are shown as mean tumor volumes ± SEM. Data shown are pooled from two independent experiments. *Apln* ^+/+^ *;shRenilla* (*n* = 18), *Apln* ^+/+^ *;shApln* (*n* = 17), *Apln* ^−/−^ *;shRenilla* (*n* = 14), *Apln* ^−/−^ *;shApln* (*n* = 15); **P < 0.01, ***P < 0.001; two‐way ANOVA.Mean percentages (±SEM) of CD31^+^ area in E0771 *shRenilla* (*n* = 3) or *shApln* (*n* = 3) mammary tumors, assessed on day 23 post‐orthotopic injection into C57BL/6J *Apln* ^+/+^ or *Apln* ^−/−^ mice, respectively. **P < 0.01; *t*‐test.Mean percentages (±SEM) of extravasated Dextran in E0771 *shRenilla* (*n* = 9) or *shApln* (*n* = 12) mammary tumors, assessed on day 19 post‐orthotopic injection into C57BL/6J *Apln* ^+/+^ or *Apln* ^−/−^ mice, respectively. **P < 0.01; *t*‐test. Right panel shows representative immunofluorescence of Dextran (red), CD31^+^ vessels (green), and DAPI (blue). The white arrows indicate regions of Dextran extravasation. Scale bars = 100 μm.Mean counts (±SEM) of pimonidazole positive foci, assessed on day 26 post‐orthotopic injection of E0771 *shRenilla* (*n* = 6) or *shApln* (*n* = 4) into C57BL/6J wild‐type mice (5 × 10^5^ cells/mouse). *P < 0.05; *t*‐test. Right panels show representative immunohistochemical pimonidazole staining at two different magnifications; scale bars = 200 μm (upper panels) and 50 μm (lower panels).Mean percentage (±SEM) of tumor‐infiltrating immune cells normalized to CD45^+^. E0771 *shRenilla* (*n* = 8) or *shApln* (*n* = 6) were orthotopically injected into C57BL/6J *Apln* ^+/+^ or *Apln* ^−/−^ mice (5 × 10^5^ cells/mouse), respectively, and tumors were harvested day 25 post‐injection. *P < 0.05, **P < 0.01; *t*‐test. All immune cell populations were gated for viable CD45^+^ cells and then further defined as: CD8 T cells (Thy1.2^+^, CD8^+^), CD4 T cells (Thy1.2^+^, CD4^+^), inflammatory monocytes (Ly6C^+^, Cd11b^+^, Ly6G^−^), PMN‐MDSCs (Ly6G^+^, Cd11b^+^), natural killer cells (Thy1.2^−^, Ly6G^−^, NK1.1^+^), natural killer T cells (Thy1.2^+^, CD4^−^, CD8^−^, NK1.1^+^), and peripheral dendritic cells (Ly6G^−^,Ly6C^+^, Cd11b^−^, PDAC1^+^, B220^+^). Source data are available online for this figure.

We further extended our studies to lung cancer as a second solid tumor model of epithelial origin. Similar to breast cancer, we confirmed that high levels of Apelin expression are significantly associated with poor prognosis in lung cancer patients (Fig EV1E) (Györffy *et al*, 2013). To be able to experimentally dissect the role of Apelin in lung cancer, *Apln* ^−/−^ mice were crossed to the *Lox‐Stop‐Lox‐KRas* ^*G12D*^ lung cancer model (*KRas;Apln* ^+/*y*^ and *KRas;Apln* ^−/*y*^ hereafter; the Apelin gene is located on the X chromosome; Kuba *et al*, 2007) (Jackson, 2001). We also extended the investigation to a more aggressive form of non‐small cell lung cancer (NSCLC) driven by the KRas^G12D^ oncogene combined with loss of the tumor suppressor p53 (*p53* ^*f*/*f*^ *;KRas;Apln* ^+/*y*^ and *p53* ^*f*/*f*^ *;KRas;Apln* ^−/*y*^; DuPage *et al*, 2009). Knockout of Apelin resulted in enhanced survival and reduced tumor burden in these lung cancer models (Fig EV1F–H).

We also explored whether *Apela*, the recently described second ligand for Apelin receptor (Pauli *et al*, 2014), might also be overexpressed in NeuT‐driven mammary tumors or KRas‐driven lung tumors, but we failed to detect its expression, even using sensitive and multi‐cycle qPCR analysis. Thus, we conclude that Apelin is the primary Apelin receptor ligand upregulated in our models of mammary and lung cancer. Of note, we did not detect abnormalities in mammary glands or lungs from non‐tumor‐bearing adult and background‐matched *Apln* ^+/+^ and *Apln* ^−/−^ mice without oncogenic drivers. These results not only extend the findings of previous overexpression studies (Sorli *et al*, 2007; Berta *et al*, 2010), but validate Apelin as a target in tumor models of epithelial origin. Thus, high Apelin levels correlate with a worse prognosis in breast and lung cancer patients, and Apelin inactivation increases the survival of mice with breast and lung cancer.

### Apelin modulates the tumor microenvironment through paracrine stimulation of tumor angiogenesis

Apelin has previously been shown to stimulate tumor angiogenesis and is upregulated in tumor‐associated endothelial cells (Seaman *et al*, 2007; Wang *et al*, 2007; Liu *et al*, 2015), which we could confirm in endothelial cells isolated from MMTV‐NeuT tumors compared to normal mammary gland (Fig EV2A). Despite the known role of Apelin in tumor angiogenesis, the detailed effects of Apelin within the tumor cells and its microenvironment *in vivo* remain poorly understood.

**Figure EV2:**
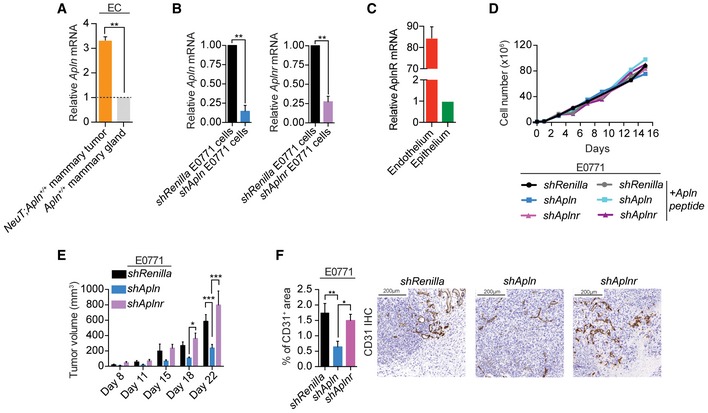
Tumor cell‐derived Apelin induces angiogenesis in a paracrine manner RT‐qPCR of Apelin *(Apln)* expression in endothelial cells (ECs) isolated from *NeuT;Apln* ^+/+^ tumors, normal *Apln* ^+/+^ mammary glands. Data are shown as relative mRNA levels normalized to the normal mammary gland endothelium (set to 1) ± SEM. *n* = 2 per cohort; **P < 0.01, *t*‐test.RT‐qPCR of *Apln* and *Aplnr* in control E0771 mammary cancer cells (*shRenilla*) and Apelin or Apelin receptor‐depleted E0771 cells (*shApln* and *shAplnr*, respectively). Data are shown as relative mRNA levels normalized to control E0771 cells (set to 1) ± SEM. *n* = 2 per cohort; **P < 0.01; *t*‐test.Relative levels of AplnR mRNA (mean ± SEM) in isolated tumor endothelial cells compared to tumor epithelial cells from NeuT‐driven *Apln* ^+/+^ mouse mammary tumors; *n* = 4 per cohort. Data are shown as relative mRNA levels normalized to epithelial cells (set to 1) ± SEM.
*In vitro* growth curves of *shRenilla*,* shApln* or *shAplnr* E0771 cells in the absence or presence of an active Apelin peptide (AplnPyr13, 1000 nM). No difference in growth was observed. A representative experiment is shown.Tumor volume, followed over time, of orthotopically injected *shRenilla, shApln,* and *shAplnr* E0771 cells. Data were determined using calipers and are shown as mean tumor volumes ± SEM. *n* = 4 syngeneic C57BL/6J mice per cohort; *P < 0.05, ***P < 0.001, two‐way ANOVA.Quantification (mean percentages ± SEM) and representative immunohistochemistry of CD31^+^ area in *shRenilla* (*n* = 6), *shApln* (*n* = 6) or *shAplnr* (*n* = 7) E0771 mammary tumors in C57BL/6J wild‐type mice, analyzed on day 12 post‐orthotopic injection. *P < 0.05, **P < 0.01; one‐way ANOVA. Scale bars = 200 μm.

To study the contribution to tumor growth of Apelin from cancer cells or cells of the tumor microenvironment, we used the E0771 mammary cancer model and, first, specifically downregulated the expression of *Apln* in cancer cells using shRNA (Fig EV2B). Then, we orthotopically injected control *shRenilla* E0771 cells and *Apln*‐depleted (*shApln)* E0771 cells into syngeneic C57BL/6J *Apln* ^+/+^ as well as *Apln* ^−/−^ mice (Fig 1B). Comparing Apelin wild‐type (*Apln* ^+/+^ *;*E0771 *shRen*) with Apelin‐depleted (*Apln* ^−/−^ *;*E0771 *shApln*) tumors, we could recapitulate the phenotype observed with the constitutive Apelin knockout in the *NeuT* model (Fig 1A and B). By specifically depleting Apelin expression in tumor epithelial cells (*Apln* ^+/+^ *;*E0771 *shApln*) or the cells of the tumor microenvironment (*Apln* ^−/−^ *;*E0771 *shRen*), we could investigate the importance of these two sources of Apelin for the observed growth decrease in fully Apelin‐depleted tumors (*Apln* ^−/−^ *;*E0771 *shApln*). We found that both Apelin sources are of equal importance for the Apelin‐mediated increase in tumor growth (Fig 1B).

While the Apelin receptor has been detected in both tumor and endothelial cells, we find that its expression was considerably higher in tumor‐associated endothelial cells (Fig EV2C). To assess whether Apelin exerts its effects in the tumor epithelial cells or in the tumor endothelial cells, we used the E0771 mammary cancer model and specifically downregulated the expression of the Apelin receptor (*Aplnr)* in the cancer cells using shRNA (Fig EV2B). Whereas *in vitro shRenilla*,* shApln* and *shAplnr* E0771 cells grew similarly (Fig EV2D), tumors from injected *shAplnr* E0771 cells in syngeneic wild‐type mice did not show a reduction in tumor growth compared to tumors from injected *shRenilla* E0771 cells, in contrast to tumors from *shApln* E0771 cells (Fig EV2E). In addition, only tumors from *shApln* E0771 cells presented a decreased microvessel density (Fig EV2F), indicating that tumor epithelial cell‐derived Apelin induces tumor angiogenesis in a paracrine fashion.

Importantly, loss of Apelin expression also significantly decreased microvessel densities in both E0771 and NeuT‐driven mammary tumors, as well as KRas^G12D^‐driven lung tumors (Fig 1C, and Appendix Fig S1A and B). Functionally, E0771 *shApln* cells injected into *Apln* ^−/−^ mice displayed markedly reduced vessel leakage *in vivo* as compared to control *shRenilla* E0771 cells injected into *Apln* ^+/+^ mice (Fig 1D). Using pimonidazole staining to detect tissue hypoxia (Varia *et al*, 1998) revealed a decreased number of hypoxic foci in *shApln* E0771 mammary tumors (Fig 1E).

Angiogenic proteins, like VEGF, have been reported to be able to affect immune cell infiltration in different tumor models (Yang *et al*, 2018). To complement our findings, we profiled the immune cell infiltration in the *Apln* ^+/+^ *;*E0771 *shRenilla* and *Apln* ^−/−^ *;*E0771 *shApln* tumor groups. While total immune cell infiltration, as determined by the numbers of CD45^+^ cells in the tumor, was unchanged (Appendix Fig S1C), we found a significant decrease of polymorphonuclear myeloid‐derived suppressor cells (PMN‐MDSC) and a significant increase in NK T cells in tumor from Apelin‐depleted mice (Fig 1F). Of note, it has been previously reported that PMN‐MDSC cells accumulate in hypoxic tumor regions and are associated with increased angiogenesis *in vivo* and enhanced tumor cell invasion (Marvel & Gabrilovich, 2015). Together, these results show that tumor cell‐derived as well as microenvironment‐derived Apelin contributes to cancer progression through stimulation of tumor angiogenesis, enhancing vessel leakiness and tumor hypoxia, and altered infiltration of immune cells.

### Apelin induces pro‐angiogenic pathways in endothelial cells and enhances VEGF‐induced vessel sprouting

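Tumors were grown from orthotopically injected E0771 cells, a mouse mammary carcinoma line, and were harvested at day 25. CD31+/CD105+ ECs were sorted from them by FACS, with 100 cells per RNA-Seq library. By the paper's methods, the sort also excluded cells positive for DAPI or for CD45, its marker of immune cells. In the Apelin-depleted group, shApln tumor cells were injected into Apln−/− mice (n = 3 libraries), and in the Apelin wild-type group, shRenilla tumor cells were injected into Apln+/+ mice (n = 6). Apelin was therefore removed from the tumor cells and from the host together. Polyadenylated RNA was reverse transcribed from an oligo-dT primer and tagmented with Tn5. The authors aligned the single-end reads with STAR, counted them on each gene with featureCounts and deposited the counts without normalization. The totals were 5829362, 14455093 and 8790885 counts in Apelin-depleted replicates 1 to 3, with a median of 8790885. In the Apelin wild-type libraries they ranged from 4661044 to 9985584, with a median of 6678229.5. The totals did not differ between the groups by more than the libraries varied (exact permutation test, two-sided, p = 0.357). Of 24984 listed genes, between 13466 and 16681 had at least 1 count in a library. At these depths, 3 counts correspond to between 0.208 and 0.644 CPM (counts scaled to library size), the level below which a gene without counts cannot be told from a gene with few. The reads carry no molecular identifiers in the deposited counts, so this floor covers counting error only. Libraries of one group differed from each other by far more than sampling noise, with a chi-square per degree of freedom between 46.4 and 155 over genes with at least 10 counts. That comparison covers counting error only and does not show the source of the spread. Each library was counted as a separate sample. Counts were normalized for library size by edgeR's TMM method, and edgeR's filter on low counts left 13073 genes for its quasi-likelihood test. Genes were called at the paper's thresholds, an adjusted p of 0.05 and an absolute log2 fold change of 1. Fold changes are Apelin-depleted over Apelin wild-type.
Apln, the targeted gene, had 71, 121 and 20 counts in the Apelin-depleted libraries and between 4262 and 6619 counts in the Apelin wild-type libraries. Normalized, this was 7.67 ± 4.87 CPM (SD, n = 3) against 796 ± 267 CPM (SD, n = 6). The log2 fold change was −6.70 (standard error 0.59, adjusted p = 6.13e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every Apelin-depleted library lay below every Apelin wild-type library (exact permutation test, two-sided, p = 0.0238, the smallest p that these group sizes allow). With each library left out in turn, the log2 fold change of Apln stayed between −7.15 and −6.28.

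**Figure D1:**
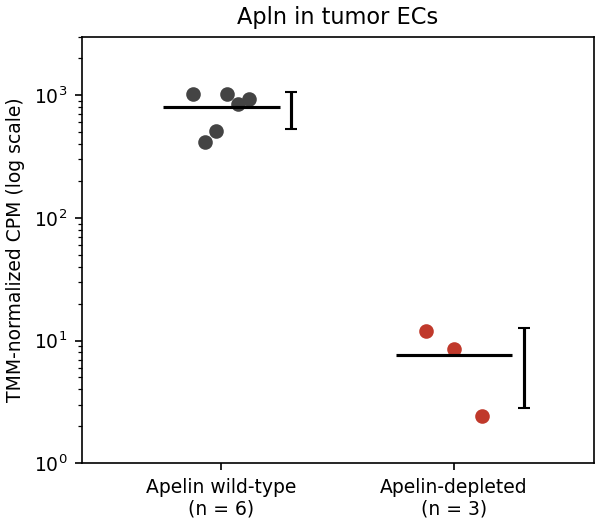
TMM-normalized CPM of Apln, on a log axis, in ECs sorted from tumors of the Apelin wild-type group (n = 6) and the Apelin-depleted group (n = 3). Each point is 1 library, horizontal lines are means and error bars are SD, and the Apelin-depleted libraries lie between 2.44 and 12.1 CPM, all below the lowest Apelin wild-type library at 416 CPM.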

Having established that Apelin is a modulator of tumor blood vessels, we next explored gene expression changes of CD31^+^/CD105^+^ endothelial cells (ECs) sorted from Apelin wild‐type and Apln‐depleted tumors. We used ingenuity pathway analysis (IPA) to predict regulation of downstream biological processes and found a significant decrease in processes associated with endothelial cell proliferation and angiogenesis in ECs sorted out of Apelin‐depleted tumors (Fig 2A), consistent with our previous findings (Fig 1C, Appendix Fig S1A and B). 

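Among the 13073 genes tested in ECs sorted from tumors, 1 gene, Apln itself, was decreased past the thresholds in the Apelin-depleted libraries and 0 genes were increased. The next smallest adjusted p was 0.180 from edgeR's quasi-likelihood test. At an unadjusted p under 0.05, 384 genes were lower and 245 were higher. The alternative that moved these counts most was the DESeq2 Wald test, the tool that the paper names, with which 97 genes were decreased and 19 increased. Of the 84 ways to split the 9 libraries into 3 and 6, the real one included, 7 gave at least as many genes with DESeq2. With the replicate number as a block in edgeR, 2 genes were decreased and 0 increased, and the log2 fold change of Apln was −6.53. Apelin wild-type replicates 4 to 6 have no same-numbered Apelin-depleted library, so they add nothing to the contrast in that fit. Deviations of same-numbered libraries from their group means had a mean correlation across genes of −0.0386 over 3 pairs.
The gene sets of IPA were not used here, and hand-written lists stood in for them. Of an angiogenesis list of 73 genes, 71 were tested. Past the thresholds, 1 of them was decreased, which was Apln (Fisher's exact test, two-sided, p = 0.00543, resting on that gene alone), and 0 were increased. Apln was removed by the design, so this test cannot show a decrease of angiogenesis genes. At an unadjusted p under 0.05, 2 of the 71 genes were lower and 8 higher. Of the 71 genes, 55 were higher and 16 lower in Apelin-depleted ECs, with a median log2 fold change of 0.31 and a range from −6.70 to 2.22. A test over all tested genes placed the list towards higher expression in Apelin-depleted ECs (adjusted p = 3.76e-06 from limma's camera test, over 8 lists). Of the 84 splits of the 9 libraries, the real one included, 4 had a list median at least as far from 0. The rise cannot be told apart from a difference in the sorted cells. Among the genes called by DESeq2, the list again held Apln only (Fisher's exact test, p = 0.280). Of a list of 50 cell cycle genes, which stood in for proliferation, 0 passed the thresholds and 0 had an unadjusted p under 0.05. Of these 50 genes, 32 were lower and 18 higher, with a median log2 fold change of −0.23. That median lay at the 0.21 percentile of 10000 random lists matched on mean expression, but the adjusted p from limma's camera test was 0.124.

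**Figure D2:**
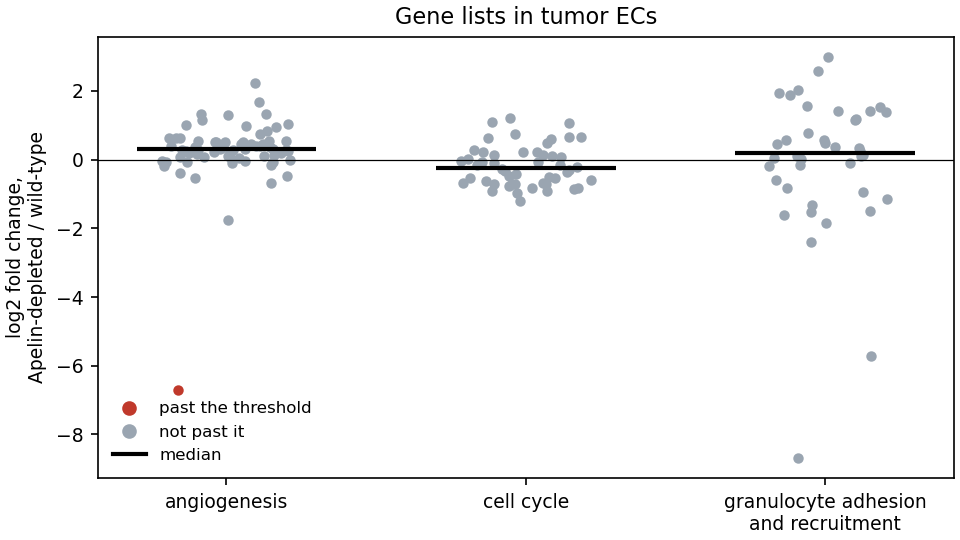
Log2 fold changes, Apelin-depleted over Apelin wild-type, of the tested genes of 3 hand-written lists in ECs sorted from tumors. Each point is 1 gene, red points passed the thresholds and black lines are list medians, which are 0.31 for angiogenesis, −0.23 for cell cycle and 0.20 for granulocyte adhesion and recruitment. The single red point is Apln.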

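A hand-written list of 47 genes for the adhesion and recruitment of granulocytes was examined in the same tumor ECs, and 40 of its genes had enough counts to be tested. With edgeR's quasi-likelihood test 0 of them passed the thresholds, and the smallest adjusted p was 0.532. At an unadjusted p under 0.05, 3 were lower and 5 higher in Apelin-depleted ECs. The lower ones were S100a8, S100a9 and Lgals1. The higher ones were Sele, Selp, Icam1, Csf3 and Il6, with log2 fold changes of 1.43, 1.15, 0.79, 3.00 and 1.37. Over the list, 15 genes were lower and 25 higher, with a median log2 fold change of 0.20 (adjusted p = 0.305 from limma's camera test, over 8 lists). With DESeq2, 3 of 44 tested list genes were decreased and 0 increased (Fisher's exact test, two-sided, p = 0.00109). These were S100a8, S100a9 and Lgals1, and in each the 3 Apelin-depleted libraries lay below the 6 Apelin wild-type libraries. For S100a8 and S100a9 that order rests in part on values under the floor of 3 counts. Apelin wild-type replicate 2 had 0.391 CPM of S100a8, under the floor of 0.515 CPM in Apelin-depleted replicate 1. Apelin wild-type replicate 6 had 2 counts of S100a9, against 1 in Apelin-depleted replicates 2 and 3. S100a8 had 0 counts in every Apelin-depleted library, where 3 counts would be 0.208 to 0.515 CPM, and between 4 and 94 counts in Apelin wild-type libraries. Its log2 fold change was −8.27 with DESeq2 (standard error 1.59, adjusted p = 2.25e-04) and −8.69 with edgeR (standard error 2.07, adjusted p = 0.686). S100a9 had at most 1 count in an Apelin-depleted library and between 2 and 54 counts in Apelin wild-type libraries. Its adjusted p was 0.0127 with DESeq2 and 0.906 with edgeR. S100a8 and S100a9 also stand in a list of neutrophil marker genes. The sort excluded CD45+ cells, but for these genes RNA from neutrophils that passed it cannot be told apart from expression in ECs. Lgals1 was the only well-counted gene of the 3, with 354 ± 28.2 CPM (SD, n = 3) against 1005 ± 313 CPM (SD, n = 6). Its log2 fold change was −1.50 in both tests, with an adjusted p of 0.00503 from DESeq2 and 0.532 from edgeR.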

Further, IPA predicted a decrease in the adhesion of granulocytes (the cellular family to which PMN‐MDSCs belong), also in line with our findings (Figs 1F and 2A). IPA is also suitable to predict upstream regulators and their activation state based on the up‐ or downregulation of differentially expressed genes. We find that proteins of the TGF superfamily, Inhibin‐βA and TGF‐β1, as well as C/EBP‐α, β‐catenin, ErbB2 and EGFR are predicted to be inhibited upstream regulators in ECs isolated from Apelin‐depleted tumors (Fig EV3A). Thus, Apelin depletion results in impaired angiogenesis as determined by decreased blood vessel numbers and transcriptome analysis of tumor‐associated endothelial cells.

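The upstream regulators were predicted from the direction of the differentially expressed genes and not from the transcripts of the regulators. The regulators' target sets in IPA were not used here. Of the 116 genes that DESeq2 called in tumor ECs, 88 had every Apelin-depleted library on one side of every Apelin wild-type library, and 111 had an unadjusted p under 0.05 in edgeR. The 88 separated genes were 70 of the decreased and 18 of the increased genes. All were chosen for a difference between the groups, so their separation is not independent support. The mean of fibroblast and pericyte markers was lower in every Apelin-depleted library. Their marker Pdgfrb was among the decreased genes, at 0.14 to 2.44 CPM in Apelin-depleted and 3.65 to 167.66 CPM in Apelin wild-type libraries. RNA from such cells can therefore not be excluded as a source of some calls. The transcripts of the 6 regulators did not pass the thresholds with edgeR's quasi-likelihood test. Inhba, which encodes Inhibin-βA, fell by 3.22 on the log2 scale (standard error 1.32, adjusted p = 0.981), from 12.2 ± 16.3 CPM (SD, n = 6) to 1.33 ± 1.21 CPM (SD, n = 3). Apelin wild-type replicate 2 alone reached 43.8 CPM of Inhba, and the other 5 libraries of that group lay between 0.848 and 15.5 CPM. Tgfb1 had a log2 fold change of 0.39 (standard error 0.64), which became −0.31 with the replicate number as a block. For Cebpa, which encodes C/EBP-α, it was −1.12 (standard error 1.61) and became 0.54 with the replicate block. Ctnnb1, which encodes β-catenin, had a log2 fold change of 0.13 (standard error 0.29), and Erbb2 one of −0.73 (standard error 1.01). Egfr had a log2 fold change of −0.07 (standard error 1.26), which became 0.25 with limma voom and sample quality weights. The adjusted p of these 5 genes was 1.00.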

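Of the 64 tested genes of Fig EV3H, 19 were lower and 45 higher in the Apelin-depleted tumor ECs. At an unadjusted p under 0.05, 0 were lower and 8 higher. Limma's camera test placed the list towards higher expression (adjusted p = 5.65e-05, over 8 lists). However, 9 of the 84 splits of the libraries, the real one included, had a list median at least as far from 0. With DESeq2, 0 of 65 list genes were decreased and 1, Nr4a2, was increased. Pecam1 and Eng, which encode the sorting markers CD31 and CD105, had log2 fold changes of 0.11 (standard error 0.26) and 0.52 (standard error 0.28). Pecam1 stood at 1549 ± 279 CPM (SD, n = 3) against 1440 ± 254 CPM (SD, n = 6). The VEGF receptor genes Kdr, Flt1 and Flt4 had log2 fold changes of 0.64, 0.55 and 1.16. None passed the thresholds, and the smallest adjusted p of the 3, for Flt4, was 0.957 from edgeR's quasi-likelihood test. Dll4, Esm1, Vwf and Cdh5 had log2 fold changes of 0.40, 0.31, 0.69 and 0.28. The Apelin receptor gene Aplnr stood at 251 ± 186 CPM (SD, n = 3) against 216 ± 74.5 CPM (SD, n = 6), a log2 fold change of 0.21 (standard error 0.44) whose sign changed to −0.31 with the replicate number as a block. That block leaves Apelin wild-type replicates 4 to 6 out of the contrast. From the lower number of blood vessels and the processes that IPA predicted to be decreased from the differentially expressed genes, the paper concludes that Apelin depletion impairs angiogenesis.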

**Figure 2:**
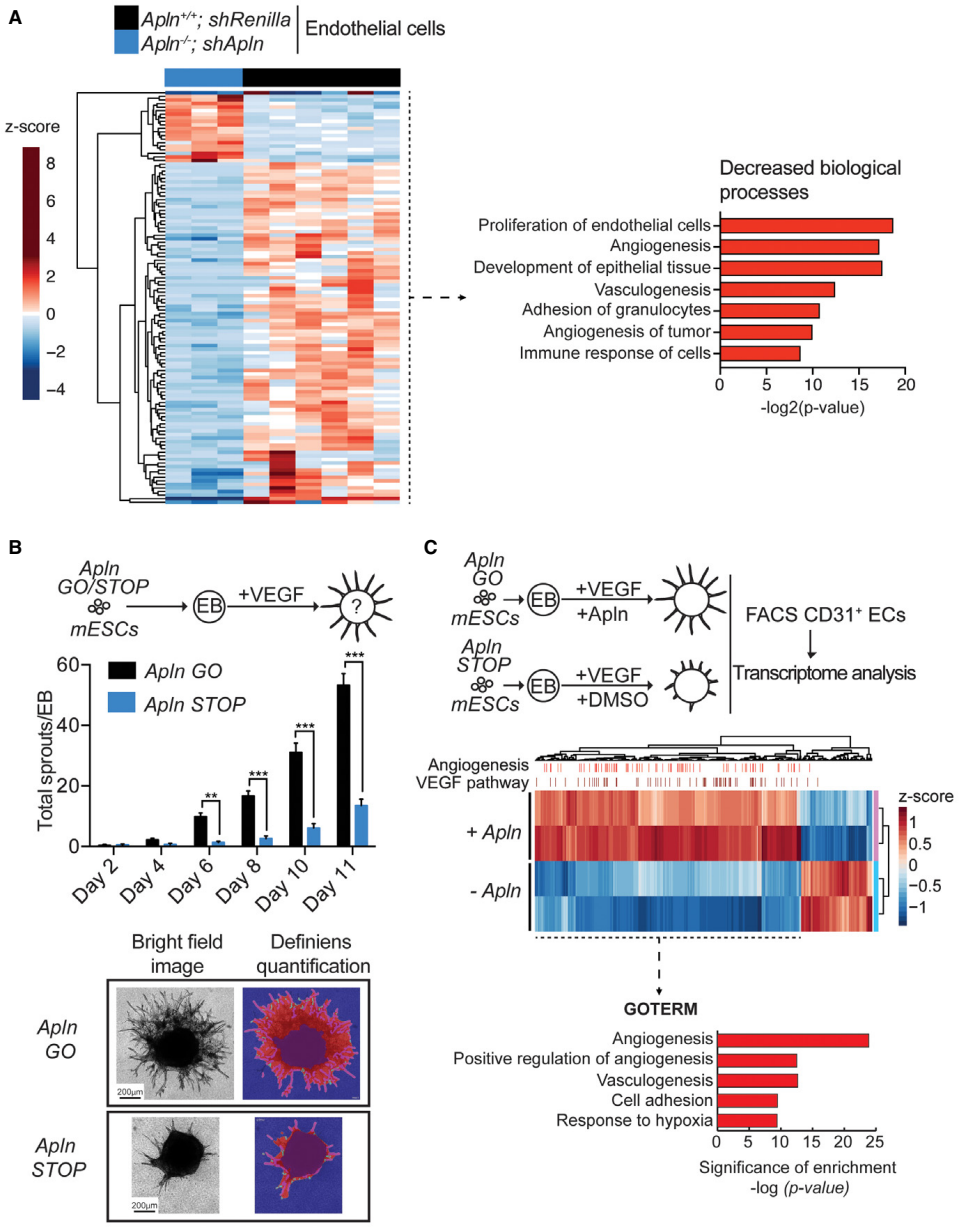
Apelin deletion delays VEGF‐induced blood vessel sprouting Left—Heatmap of RNA‐Seq transcriptome analysis of CD31^+^/CD105^+^ endothelial cells sorted from tumors established by E0771 *shRenilla* (*n* = 6) or *shApln* (*n* = 3) cells orthotopically injected into C57BL/6J *Apln* ^+/+^ or *Apln* ^−/−^ mice, respectively. Tumors were harvested day 25 post‐injection and genes displayed are significantly deregulated at the adjusted *P*‐value cutoff of 0.05. Right—ingenuity pathway analysis for biological processes predicted to be decreased downstream of the differentially expressed genes.Quantification of vessel sprouts (mean values ± SEM) upon VEGF treatment (30 ng/ml) of embryoid bodies (EB) derived from murine ES cells (mESCs) with sense integrations in the Apelin gene (*Apln* STOP) of the splice acceptor described in Appendix Fig S1B or Cre‐reverted antisense (*Apln* GO) sister cells. *Apln* GO (Day 2 *n* = 6; Day 4 *n* = 40, Day 6 *n* = 54, Day 8 *n* = 32, Day 10 *n* = 35, Day 11 *n* = 31), *Apln* STOP (Day 2 *n* = 4; Day 4 *n* = 15, Day 6 *n* = 31, Day 8 *n* = 28, Day 10 *n* = 32, Day 11 *n* = 37); **P < 0.01, ***P < 0.001, two‐way ANOVA. Representative brightfield images and automated analysis of vessel sprouts by Definiens software are shown in the bottom panels. Scale bars = 200 μm.Differentially expressed genes using RNA‐Seq transcriptome analysis of CD31^+^ endothelial cells (ECs) sorted from sprouting EBs from Apelin STOP cells stimulated with VEGF (30 ng/ml) and DMSO (*−Apln*) and repaired Apelin GO sister cells stimulated with VEGF and Apelin (1,000 nM; +*Apln*). VEGF target genes and angiogenesis‐related genes, predicted by ingenuity pathway analysis (IPA) software, are indicated by bars on the upper axis of the heatmap. GO terms were analyzed by DAVID online software.

**Figure EV3:**
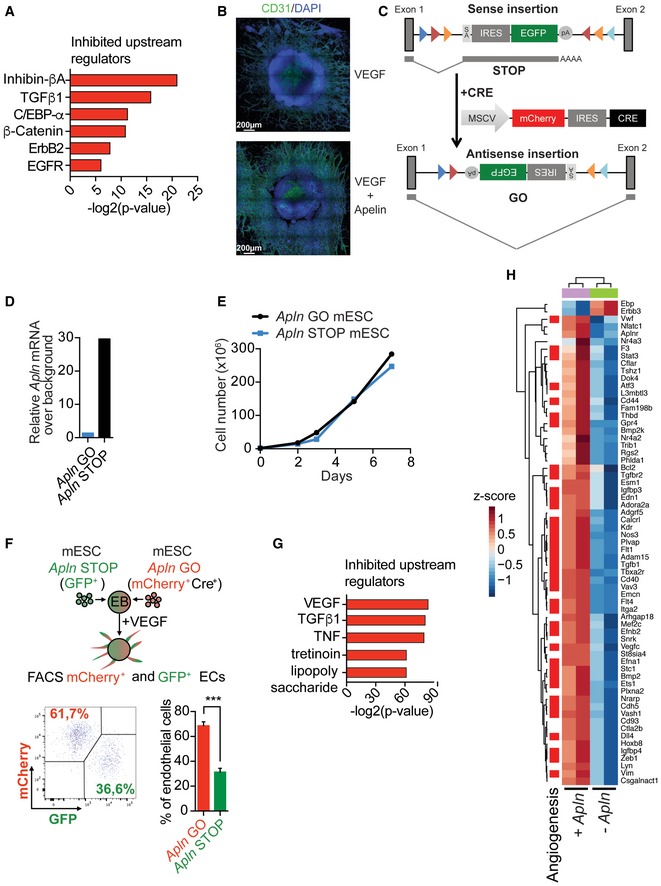
Gene expression analysis in Apelin‐depleted tumor endothelial cells and endothelial sprouts Ingenuity pathway analysis for upstream regulators predicted to be inhibited based on significantly differentially expressed genes from RNA‐Seq transcriptome analysis of CD31^+^/CD105^+^ endothelial cells sorted from tumors established by E0771 *shRenilla* (*n* = 6) or *shApln* (*n* = 3) cells orthotopically injected into C57BL/6J *Apln* ^+/+^ or *Apln* ^−/−^ mice, respectively. Tumors were harvested day 25 post‐injection.Representative immunofluorescence images of sprouting embryoid bodies (EBs) derived from CCE mouse embryonic stem cells (mESCs) after 6 days of sprouting initiation. EBs were treated with VEGF (30 ng/ml) only or VEGF (30 ng/ml) followed by AplnPyr13 (1,000 nM) upon sprouting initiation. Scale bars = 200 μm.Apelin knockout strategy and reversion of knockout by Cre addition in haploid murine embryonic stem cells (mESCs). If in sense, integration of the splice acceptor into an intron results in gene disruption due to splicing (STOP); after reverting the cassette into antisense by Cre addition, the cassette is spliced out and gene transcription occurs from the “repaired” locus (GO). SA: splicing acceptor; pA: polyA.RT‐qPCR for Apelin in mESCs with *Apln* STOP and *Apln* GO integrations of the splice acceptor as shown in Appendix Fig S3C.Growth curve of *Apln* GO mESCs and their genetically repaired sister mESCs (*Apln* STOP). A representative experiment is shown.Percentages (mean ± SEM) of CD31^+^ ECs evaluated by FACS from mosaic EBs formed from mESCs of 1:1 mixed Apelin GO (mCherry^+^Cre^+^): Apelin STOP (GFP^+^). ***P < 0.001, Mann–Whitney test; *n* = 4 per cohort. Representative FACS analysis dot plot is shown.Ingenuity pathway analysis (IPA) predicting inhibited upstream regulators based on differentially expressed genes in RNA‐Seq analysis from CD31^+^ endothelial cells (ECs) isolated from sprouting EBs from either repaired *Apln* GO cells stimulated with VEGF (30 ng/ml) and Apelin (1,000 nM; full presence of Apelin) or *Apln* STOP sister cells stimulated with VEGF and control DMSO (total absence of Apelin).Heatmap of the genes downstream of VEGF (Appendix Fig S3F) comparing differentially expressed genes in RNA‐Seq analysis from CD31^+^ endothelial cells isolated from sprouting EBs from either repaired *Apln* GO mESCs stimulated with VEGF (30 ng/ml) and Apelin (1,000 nM; +*Apln*) or *Apln* STOP sister cells stimulated with VEGF and control DMSO (*−Apln*).

To further investigate the role of Apelin in angiogenesis, we used an *in vitro* system of 3D vessel sprouting from embryoid bodies (EBs) that allowed us to study active angiogenesis in a controlled environment, mimicking *in vivo* vessel growth (Jakobsson *et al*, 2010). Although Apelin stimulation alone was not sufficient to initiate vessel sprouting, we found that it strongly increased VEGF‐dependent vessel growth (Fig EV3B). We next generated Apelin mutant mouse embryonic stem cells (mESCs) using a gene‐trap strategy in haploid stem cells (Elling *et al*, 2011, 2017). A sense splice acceptor disrupted Apelin mRNA expression (*Apln* STOP mESCs), whereas Cre expression “genetically repaired” Apelin expression in sister cells (*Apln* GO mESCs; Fig EV3C and D). Although *Apln* STOP mESCs displayed comparable growth kinetics (Fig EV3E), *Apln* STOP EBs exhibited markedly delayed sprouting upon VEGF treatment compared with their *Apln* GO controls (Fig 2B). Of note, Cre expression *per se* did not affect vessel sprouting compared to a non‐Cre control. Thus, Apelin enhances VEGF‐induced vessel sprouting *in vitro*.

To characterize the functional behavior of endothelial cells with or without Apelin, we performed competition assays in which chimeric EBs were established by mixing *Apln* GO: *Apln* STOP sister mESCs 1:1 followed by stimulation with VEGF. To track *Apln* GO and *Apln* STOP cells, we incorporated a GFP signal in our gene‐trap strategy and a mCherry signal in our retroviral Cre vector; *Apln* STOP targeted cells are GFP^+^ and *Apln* GO cells are mCherry^+^ (Fig EV3C). Chimeric EBs treated with VEGF showed a significant decrease in the ratio of *Apln* STOP (GFP^+^):*Apln* GO (mCherry^+^Cre^+^) endothelial cells by FACS analysis (Fig EV3F), confirming the functional disadvantage of Apelin STOP cells in vessel sprouting.

In line with *in vivo* EC RNA sequencing (RNA‐Seq) and delayed vessel sprouting, downregulated genes of purified CD31^+^ ECs isolated from sprouting *Apln* STOP EBs treated with VEGF showed angiogenesis as the top affected gene ontology category compared with *Apln* GO control cells (Fig 2C). In addition, loss of Apelin modulated pathways in endothelial cells related to vasculogenesis, cell adhesion, and response to hypoxia (Fig 2C). 

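CD31+ ECs were isolated from sprouting EBs, aggregates of differentiating mESCs from which vessels grow out under VEGF. The sample labels give the orientation of the gene trap as sense or antisense, and the paper's figure legends give the treatments. The names STOP for sense and GO for antisense follow the paper's main text. The legend of the growth curve in Fig EV3 uses these names the other way round. Libraries labelled Apln STOP carry the splice acceptor in sense and came from EBs given VEGF at 30 ng/ml with DMSO (n = 2). Libraries labelled Apln GO carry it in antisense after Cre and came from EBs given VEGF at 30 ng/ml with Apelin at 1000 nM (n = 2). Genotype and added Apelin therefore differ together. The authors aligned the reads with STAR, counted them on genes with HTSeq and deposited these counts beside expected counts and TPM (transcript abundance scaled for length and depth) from RSEM. HTSeq assigned 14958764 and 12327030 reads to genes in STOP replicates 1 and 2, and 16804071 and 12328542 in GO replicates 1 and 2. Of all reads tallied, between 42.6% and 49.6% were not uniquely aligned and were left out. At these depths, 3 counts correspond to between 0.179 and 0.243 CPM, counting error only. The replicates differed by more than sampling noise, with a chi-square per degree of freedom of 18.1 for STOP and 25.9 for GO. The HTSeq counts were analysed with the same normalization, filter, test and thresholds as the tumor ECs, in a separate fit of 14557 of 24421 listed genes. Fold changes are STOP over GO.
Apln, the gene that the trap targets, was not lower in the libraries labelled STOP. It had 976 and 984 counts in STOP replicates 1 and 2 and 986 and 817 counts in GO replicates 1 and 2. Normalized, this was 73.1 ± 9.95 CPM (SD, n = 2) against 62.1 ± 5.49 CPM (SD, n = 2), a log2 fold change of 0.24 (standard error 0.16, adjusted p = 0.367 from edgeR's quasi-likelihood test). The deposited TPM of Apln were 29.4 and 34.8 in STOP and 30.0 and 30.6 in GO. These values are totals per gene and do not separate exon 1 from the exons after the inserted splice acceptor, which the paper places between exons 1 and 2. Directions between these libraries are therefore given by library label.

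**Figure D3:**
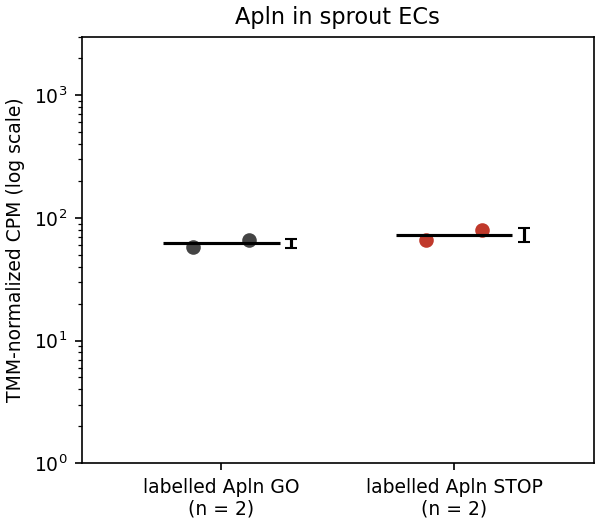
TMM-normalized CPM of Apln, on a log axis, in CD31+ ECs from sprouting EBs, for the libraries labelled Apln GO (n = 2) and Apln STOP (n = 2). Each point is 1 library, horizontal lines are means and error bars are SD, and the 4 libraries lie between 58.2 and 80.2 CPM.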

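In the libraries labelled STOP, whose Apln transcript was not lower, 441 genes were decreased and 124 increased past the thresholds, so 78.1% of the differentially expressed genes were decreased. At an unadjusted p under 0.05, 2084 genes were lower and 1800 higher. The other 2 ways to split the 4 libraries into pairs gave 0 genes past the thresholds, with 32 and 395 at an unadjusted p under 0.05. Each of them groups a STOP with a GO library, which widens the spread within groups and leaves little room for calls. With the replicate number as a block, 41 decreased and 3 increased genes were left. Libraries with the same number deviated in opposite directions from their group means, with a mean correlation across genes of −0.389. The counts moved most with the numbers crossed, a replicate block chosen after seeing the data, with 933 decreased and 302 increased genes. The 5 decreased genes with the lowest p were Arap3, Tie1, Stab1, Klhl6 and Rasip1, with log2 fold changes of −2.16, −2.26, −2.24, −2.19 and −1.72 (adjusted p = 0.00242 for each from edgeR's quasi-likelihood test). Tie1, for example, stood at 53.3 ± 10.1 CPM (SD, n = 2) against 255 ± 20.3 CPM (SD, n = 2). The 5 increased genes with the lowest p were Mme, Usp26, Wnk3, AU015836 and Gm364, with log2 fold changes of 1.50, 1.92, 1.39, 1.70 and 2.14.
The gene ontology sets of DAVID were not used here. Of 70 tested genes of the hand-written angiogenesis list, 36 (51.4%) were decreased past the thresholds, against 3.03% of all tested genes (Fisher's exact test, two-sided, p = 2.19e-36), and 0 were increased, with 2 higher at an unadjusted p under 0.05. Of the 70 genes, 67 were lower and 3 higher, with a median log2 fold change of −1.47. Fisher's exact test counts the genes as independent, so its p-value does not measure the spread between libraries. With the replicate block, 12 list genes were decreased, and with the crossed block 45. A list of 12 endothelial marker genes, written to describe cell identity, was also lower for all 12, with a median log2 fold change of −1.96.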

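Lists for vasculogenesis, cell adhesion and hypoxia were written by hand and examined in the same 4 libraries of sprout ECs, with directions by library label. Of 40 vasculogenesis genes tested, 18 were decreased past the thresholds in STOP libraries (Fisher's exact test, two-sided, p = 2.01e-17), and 39 of the 40 were lower, with a median log2 fold change of −1.31. Of 66 cell adhesion genes tested, 22 were decreased (Fisher's exact test, p = 1.24e-17), and 53 were lower, with a median of −0.95. Of 50 hypoxia genes tested, 7 were decreased (Fisher's exact test, p = 7.23e-04), and 29 were lower and 21 higher, with a median of −0.21. None of the 3 lists had an increased gene past the thresholds, and at an unadjusted p under 0.05, 0, 4 and 12 genes were higher. Several genes stand in more than 1 list, so the lists are not independent. With the replicate number as a block, 8 vasculogenesis, 7 cell adhesion and 2 hypoxia genes remained decreased, and with the numbers crossed after seeing the data, 22, 30 and 10 were. In limma's camera test over all tested genes, adjusted over 8 lists, the adjusted p was 8.18e-18 for vasculogenesis and 8.29e-13 for cell adhesion, but the adjusted p for hypoxia was 0.141. Fisher's exact test counts the genes as independent, and the camera test used a preset correlation between genes. Neither kind of p-value measures the spread between the 4 libraries.

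**Figure D4:**
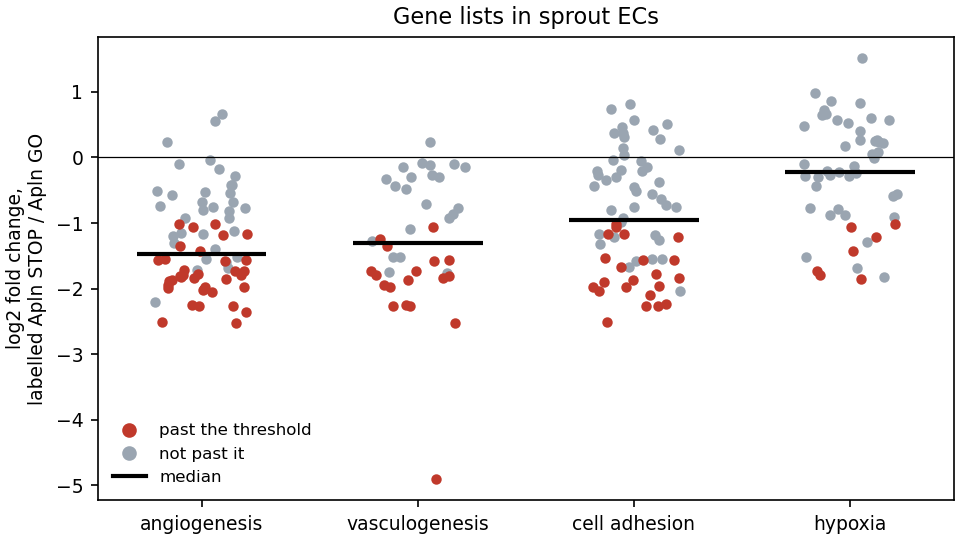
Log2 fold changes, STOP over GO by library label, of the tested genes of 4 hand-written lists in CD31+ ECs from sprouting EBs. Each point is 1 gene, red points passed the thresholds and black lines are list medians, which are −1.47 for angiogenesis, −1.31 for vasculogenesis, −0.95 for cell adhesion and −0.21 for hypoxia.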

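The transcripts of the 3 genes Vegfa, Tgfb1 and Tnf were examined in the sprout EC libraries, with directions by library label. Vegfa was at 312 ± 5.74 CPM (SD, n = 2) in STOP and 335 ± 75.6 CPM (SD, n = 2) in GO libraries. Its log2 fold change of −0.10 (standard error 0.18, adjusted p = 0.752 from edgeR's quasi-likelihood test) ranged from −0.31 to 0.15 with each library left out in turn. Tgfb1 was at 33.0 ± 5.34 CPM (SD, n = 2) in STOP and 119 ± 21.7 CPM (SD, n = 2) in GO libraries, a log2 fold change of −1.86 (standard error 0.19, adjusted p = 0.00437). With the replicate number as a block, the log2 fold change of Tgfb1 was −1.85 and its adjusted p was 0.0544. Tnf had 4 and 5 counts in STOP and 12 and 5 counts in GO libraries, too few to be tested, so a difference was not detectable at this depth. VEGF was given to all 4 cultures as protein, which RNA-Seq does not measure. The targets by which IPA predicts a regulator were not used here.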

IPA identified VEGF as the main upstream regulator predicted to be inhibited in Apelin‐depleted endothelial cells, closely followed by TGFβ1 and TNF, all reduced in the absence of Apelin (Fig EV3G). Indeed, genes that IPA predicted to be downstream of VEGF showed strong downregulation in Apelin‐depleted ECs and were enriched for angiogenesis‐related genes (Fig EV3H). Thus, in a controlled model of VEGF‐induced angiogenesis, Apelin and VEGF induce similar downstream pathways and genes relevant for endothelial cell proliferation and blood vessel sprouting, suggesting that Apelin inhibition could complement and potentiate current anti‐angiogenic cancer treatment.

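The 65 genes shown in Fig EV3H were all tested in the sprout ECs. They were selected by the paper from the differentially expressed genes of these libraries, so their decrease is a description and not an independent test. By library label, 63 were lower and 2 higher in STOP, with a median log2 fold change of −1.66 and a range from −3.20 to 1.16. The median of 10000 random lists matched on mean expression was 0.02, and all lay above the list. With edgeR, 45 of the 65 were decreased past the thresholds and 2 increased, and with DESeq2 these counts were 63 and 2. With the replicate number as a block, 7 were decreased, with a median log2 fold change of −1.68, and with the crossed replicate block, chosen after seeing the data, 61 were. With each library left out in turn, the median ranged from −1.99 to −1.38. The 38 genes that the figure marks as related to angiogenesis were lower without exception, with a median of −1.74, and 26 of them passed the thresholds.
Kdr, which encodes VEGFR2, was at 116 ± 26.2 CPM (SD, n = 2) in STOP and 449 ± 64.6 CPM (SD, n = 2) in GO libraries, a log2 fold change of −1.95 (standard error 0.20, adjusted p = 0.00437 from edgeR's quasi-likelihood test). Flt1 and Flt4 had log2 fold changes of −1.73 (adjusted p = 0.00281) and −1.71 (adjusted p = 0.00242). Dll4 and Vwf had log2 fold changes of −1.85 (adjusted p = 0.0301) and −1.87 (adjusted p = 0.0281). Cdh5, which encodes VE-cadherin, was at 167 ± 63.9 CPM (SD, n = 2) against 658 ± 32.9 CPM (SD, n = 2), a log2 fold change of −1.98 (adjusted p = 0.0173). Esm1 did not pass with edgeR, at −1.72 (standard error 0.42, adjusted p = 0.106), but passed with DESeq2. The Apelin receptor gene Aplnr was at 13.0 ± 3.64 CPM (SD, n = 2) against 61.9 ± 16.6 CPM (SD, n = 2), a log2 fold change of −2.25 (standard error 0.27, adjusted p = 0.00999).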

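Pecam1, which encodes the sorting marker CD31 of the sprout ECs, had a log2 fold change of −0.80 (standard error 0.15, adjusted p = 0.0244 from edgeR's quasi-likelihood test), from 268 ± 6.27 CPM (SD, n = 2) in GO to 154 ± 21.6 CPM (SD, n = 2) in STOP libraries. Eng, which encodes CD105, had one of −1.06 (standard error 0.13, adjusted p = 0.00746). Of 50 cell cycle genes, which stood in for proliferation, 50 were higher in STOP libraries, with a median log2 fold change of 0.44 and a range from 0.03 to 0.93, and 0 passed the thresholds. At an unadjusted p under 0.05, 39 were higher and 0 lower. The adjusted p of that list was 3.98e-15 from limma's camera test, over 8 lists, which does not measure the spread between libraries. A list of 6 pluripotency genes was also higher for all 6 in the same libraries, with a median log2 fold change of 0.94. From the lower expression of genes downstream of VEGF in ECs labelled Apln STOP, the paper concludes that Apelin and VEGF induce similar pathways and genes in proliferation and vessel sprouting. It proposes that inhibition of Apelin could add to anti-angiogenic treatment.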

### Apelin ablation enhances effectiveness of anti‐angiogenic treatment

Since we observed that Apelin depletion decreased VEGF‐dependent vessel sprouting (Figs EV3C–H, and 2B and C), we aimed to study the effects of targeting Apelin in tumors in combination with clinically used anti‐angiogenic treatments using inhibitors targeting receptor tyrosine kinases (RTKIs). We selected sunitinib, an inhibitor of multiple receptor tyrosine kinases implicated in angiogenesis, including VEGFR1, VEGFR2, and VEGFR3, PDGFRα, PDGFRβ, Kit, and others (Kim *et al*, 2014). Further, sunitinib is approved for clinical use in renal cell carcinoma, gastrointestinal stromal tumor and pancreatic neuroendocrine tumors (Rock *et al*, 2007; de Wilde *et al*, 2012).

To determine if blocking the Apelin pathway could complement current anti‐angiogenic therapies, we administered sunitinib to *NeuT;Apln* ^−/−^ and *NeuT;Apln* ^+/+^ mice at the time of mammary tumor onset. In *NeuT* ^+^ mice, Apelin ablation combined with sunitinib treatment significantly increased survival and reduced the tumor burden compared with either intervention alone (Fig 3A and B); blocking Apelin almost doubled the survival of sunitinib‐treated mice and tripled the survival compared to control untreated mice (Fig 3A). It should be noted that mice had to be sacrificed when reaching a particular tumor size following ethical guidelines. Similar results were observed with E0771 mammary cancer cells (Fig EV4A) and with axitinib, a second clinically used anti‐angiogenic treatment (Fig EV4B), extending our findings to several cancer models and drugs. To further test whether Apelin cooperates with VEGFR signaling and whether the combinational blockage of both could be exploited in anti‐cancer treatment, we treated *shRenilla* and *shApln* E0771 cell‐bearing C57BL/6J mice with a specific anti‐VEGFR2 antibody (DC101 clone) and obtained similar results as with sunitinib and axitinib treatments (Fig EV4C). These data show that combining Apelin inhibition with other inhibitors of angiogenesis markedly delays mammary cancer growth.

**Figure 3:**
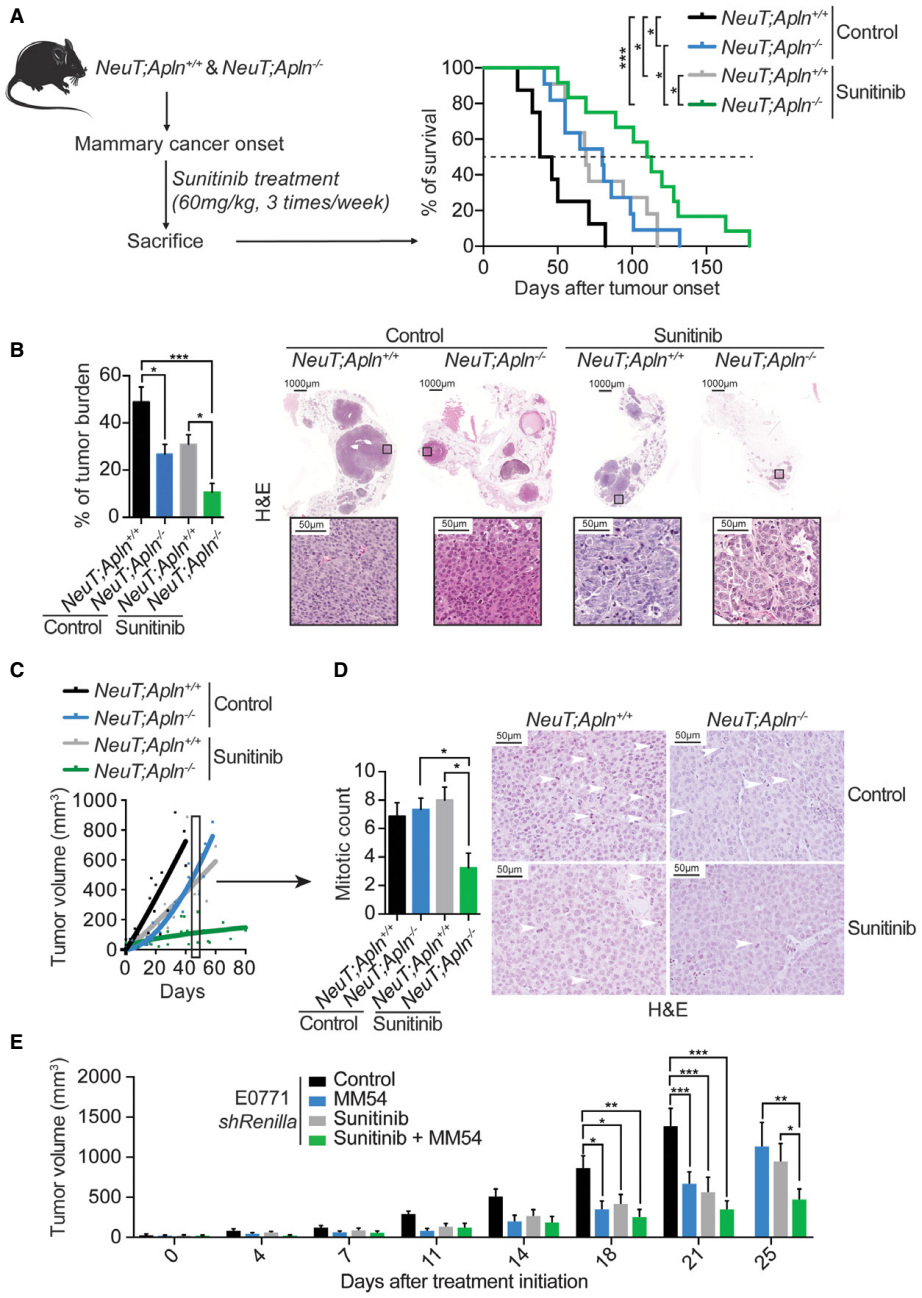
Combining Apelin blockage and anti‐angiogenic treatment improves survival and reduces mammary tumor growth Experimental setup and (right) Kaplan–Meier survival plot of *NeuT;Apln* ^+/+^ and *NeuT;Apln* ^−/−^ mice with mammary cancer, left untreated (control) or treated with the indicate dose of the broad VEGFR blocker sunitinib. *NeuT;Apln* ^+/+^ control (*n* = 8), *NeuT;Apln* ^−/−^ control (*n* = 11), *NeuT;Apln* ^+/+^ sunitinib (*n* = 11), *NeuT;Apln* ^−/−^ sunitinib (*n* = 12); *P < 0.05; ***P < 0.001; log‐rank test. Mice were sacrificed when the tumor size reached 1 cm^3^, following ethical guidelines. The dotted line indicates 50% of survival.Percentages (mean ± SEM) of tumor burden in mammary glands of untreated (control) and sunitinib‐treated *NeuT;Apln* ^+/+^ and *NeuT;Apln* ^−/−^ mice, assessed 4 weeks after tumor onset. *NeuT;Apln* ^+/+^ control (*n* = 6), *NeuT;Apln* ^−/−^ control (*n* = 8), *NeuT;Apln* ^+/+^ sunitinib (*n* = 5), *NeuT;Apln* ^−/−^ sunitinib (*n* = 5); *P < 0.05; ***P < 0.001; one‐way ANOVA. Representative H&E images are shown for each genotype in the right panels. Scale bars = 1,000 μm (large panels) and 50 μm (insets).Tumor volumes of untreated (control) and sunitinib‐treated *NeuT;Apln* ^+/+^ and *NeuT;Apln* ^−/−^ mammary tumors, size‐matched at 20–70 mm^3^ and followed over time by MRI analysis; *NeuT;Apln* ^+/+^ control (*n* = 7), *NeuT;Apln* ^−/−^ control (*n* = 5), *NeuT;Apln* ^+/+^ sunitinib (*n* = 5), *NeuT;Apln* ^−/−^ sunitinib (*n* = 6) mice per group; lines represent nonlinear fit of tumor growth. Box and arrow indicate the time point used for analysis in panel (D).Mitotic counts (mean ± SEM) and representative H&E images of mammary tumors in untreated (control) and sunitinib‐treated *NeuT;Apln* ^+/+^ and *NeuT;Apln* ^−/−^ mice, assessed 6 weeks after tumor onset.; *NeuT;Apln* ^+/+^ control (*n* = 7), *NeuT;Apln* ^−/−^ control (*n* = 6), *NeuT;Apln* ^+/+^ sunitinib (*n* = 9), *NeuT;Apln* ^−/−^ sunitinib (*n* = 4) tumors per group; *P < 0.05; one‐way ANOVA to sunitinib‐treated *NeuT;Apln* ^−/−^. White arrows indicate mitotic figures. Scale bars = 50 μm.Tumor volumes, followed over the indicated time, of orthotopically injected E0771 *shRenilla* cells left untreated (control) or treated three times a week from day 8 after tumor injection with an Apelin antagonist alone (MM54, 0.4 μg/g), sunitinib alone (60 mg/kg) or a combination of both. Tumor volumes were measured using calipers and are shown as mean tumor volumes ± SEM. E0771 *shRenilla* control (*n* = 6), MM54 (*n* = 5), sunitinib (*n* = 5), sunitinib + MM54 (*n* = 5); *P < 0.05, **P < 0.01, ***P < 0.001, two‐way ANOVA. Source data are available online for this figure.

**Figure EV4:**
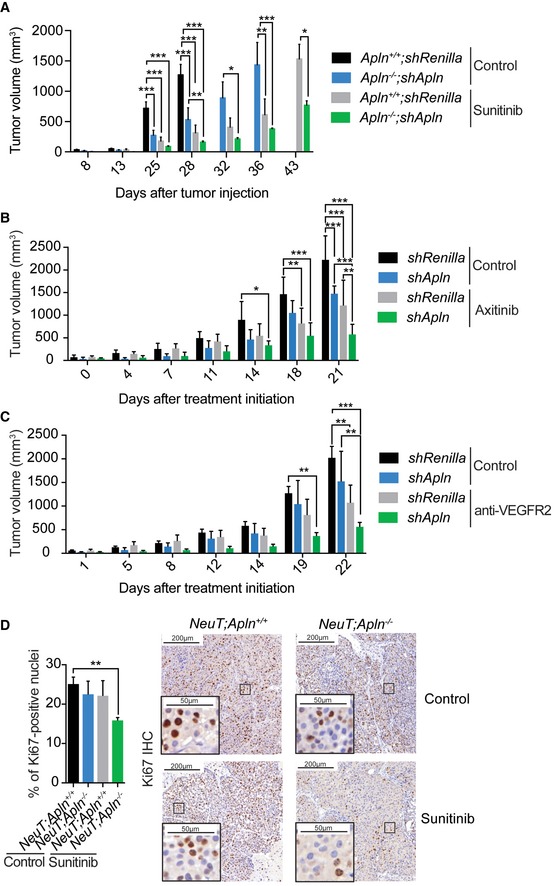
Combining Apelin depletion and current anti‐angiogenic treatment reduces mammary tumor growth *in vivo* Volume of mammary tumors from control (*shRenilla*) and Apelin‐depleted (*shApln*) E0771 cells orthotopically injected in C57BL/6J *Apln* ^+/+^ or *Apln* ^−/−^ mice, respectively, as indicated. E0771‐injected mice were left untreated (control) or *in vivo* treated with sunitinib (60 mg/ml, five times a week) starting on day 5 after cell injection. Tumor volumes were determined on the indicated time points using calipers and are shown as mean tumor volumes ± SEM. *Apln* ^+/+^ *;shRenilla* control (*n* = 3), *Apln* ^−/−^ *;shApln* control (*n* = 3), *Apln* ^+/+^ *;shRenilla* sunitinib (*n* = 3), *Apln* ^−/−^ *;shApln* sunitinib (*n* = 5); *P < 0.05, **P < 0.01, ***P < 0.001, two‐way ANOVA.Tumor volumes, followed over the indicated time, of orthotopically injected E0771 *shRenilla* or *shApln* cells in C57BL/6J mice left untreated (control) or treated daily from day 10 after tumor injection with axitinib (30 mg/kg). Tumor volumes were measured using calipers and are shown as mean tumor volumes ± SEM. The mice that rejected the tumor were excluded from the analysis. *Apln* ^+/+^ *;shRenilla* control (*n* = 5), *Apln* ^−/−^ *;shApln* control (*n* = 3), *Apln* ^+/+^ *;shRenilla* Axitinib (*n* = 3), *Apln* ^−/−^ *;shApln* Axitinib (*n* = 3); *P < 0.05, **P < 0.01, ***P < 0.001, two‐way ANOVA.Tumor volumes, followed over the indicated time, of orthotopically injected E0771 *shRenilla* or *shApln* cells in C57BL/6J mice and treated with an anti‐VEGFR2 antibody or its isotype control (control) from day 10 after tumor injection (1 mg per mouse, twice a week). Tumor volumes were measured using calipers and are shown as mean tumor volumes ± SEM. *n* = 5 mice per cohort; **P < 0.01, ***P < 0.001, two‐way ANOVA.Ki67 quantification of large size‐matched mammary tumors from *NeuT;Apln* ^+/+^ and *NeuT;Apln* ^−/−^ mice, left untreated (control) or treated with sunitinib (60 mg/kg, starting at tumor onset, three times per week). Data show percentages of Ki67^+^ cells per breast tumor ± SEM. *NeuT;Apln* ^+/+^ control (*n* = 5), *NeuT;Apln* ^−/−^ control (*n* = 7), *NeuT;Apln* ^+/+^ sunitinib (*n* = 5), *NeuT;Apln* ^−/−^ sunitinib (*n* = 4); **P < 0.01; *t*‐test. Right panels show representative Ki67 intra‐tumoral stainings. Scale bars = 200 μm (large panels) and 50 μm (insets).

We next followed individual tumors *in vivo* using non‐invasive magnetic resonance imaging (MRI). MRI analysis of tumor volume confirmed that inactivation of Apelin decreased the growth rate of NeuT^+^ mammary tumors to levels comparable to sunitinib treatment (Fig 3C and Movie EV1). Importantly, sunitinib‐treated *NeuT;Apln* ^−/−^ tumors showed a significant decrease in tumor growth (Fig 3C and Movie EV1), as well as reduced mitotic counts and Ki67 staining (Figs 3D and EV4D). Decreased mitotic counts and Ki67 levels are established markers of better prognosis in breast cancer (van Diest *et al*, 2004). Finally, we used MM54, an Apelin antagonist with a K_D_ of 3.4 μM and no reported agonistic activity, to block Apelin signaling (Macaluso *et al*, 2011; Harford‐Wright *et al*, 2017). Pharmacologic inhibition of Apelin signaling by MM54 had the same effect as genetically ablating Apelin expression, synergizing with sunitinib to reduce tumor progression (Fig 3E). We obtained similar results on overall survival, tumor growth, and tumor cell proliferation in the *p53* ^*f*/*f*^ *;KRas* lung cancer model (Appendix Fig S2A–C). These data in mammary cancer and KRas‐driven lung cancer models indicate that inhibition of Apelin signaling improves the efficacy of anti‐angiogenic therapy to impair primary tumor growth and promote survival.

### Combined Apelin and VEGFR inhibition normalizes blood vessels and prevents hypoxia in tumors

Previous findings have shown that RTKIs, despite reducing tumor vasculature and growth, have no or limited beneficial effects in cancer treatment. As one explanation, it has been reported that anti‐VEGFR treatment results in local hypoxia and consequently more metastases (Bergers & Hanahan, 2008). Therefore, we examined the tumor microenvironment and tumor cell dissemination. Having shown that inhibition of Apelin and administration of sunitinib markedly improves the outcome in different cancer models, we first assessed the impact of this combination therapy on the tumor vasculature. Size‐matched early stage tumors were imaged by 15.2 Tesla MRI at 2, 4, and 6 weeks, and the relative tumor blood volume (rTBV) was assessed (Fig 4A). Whereas control *NeuT*;*Apln* ^+/+^ tumors showed an increase in rTBV over time, sunitinib treatment reduced the rTBV in the tumors (Fig 4B and C), confirming previous data (Pàez‐Ribes *et al*, 2009). *NeuT;Apln* ^−/−^ tumors also displayed reduced rTBV, though to a lesser extent. Notably, sunitinib treatment of *NeuT;Apln* ^−/−^ tumors enhanced the decrease in rTBV compared to either condition alone, and this was maintained over the entire observation period (Fig 4B and C). We corroborated the rTBV MRI analysis with anti‐CD31 immunostaining to determine blood vessel density within tumors (Fig 4D and E). In contrast to sunitinib‐treated *NeuT;Apln* ^+/+^ tumors that displayed low vessel density and poor vessel structure, characterized by dilated blood vessels and reduced mural cell coverage, as determined by the ratio of αSMA^+^‐positive vascular smooth muscle cells to CD31^+^ endothelial cells, sunitinib‐treated *NeuT;Apln* ^−/−^ tumors exhibited markedly lower vessel densities and, importantly, normalized blood vessel structures (Fig 4D and E).

**Figure 4:**
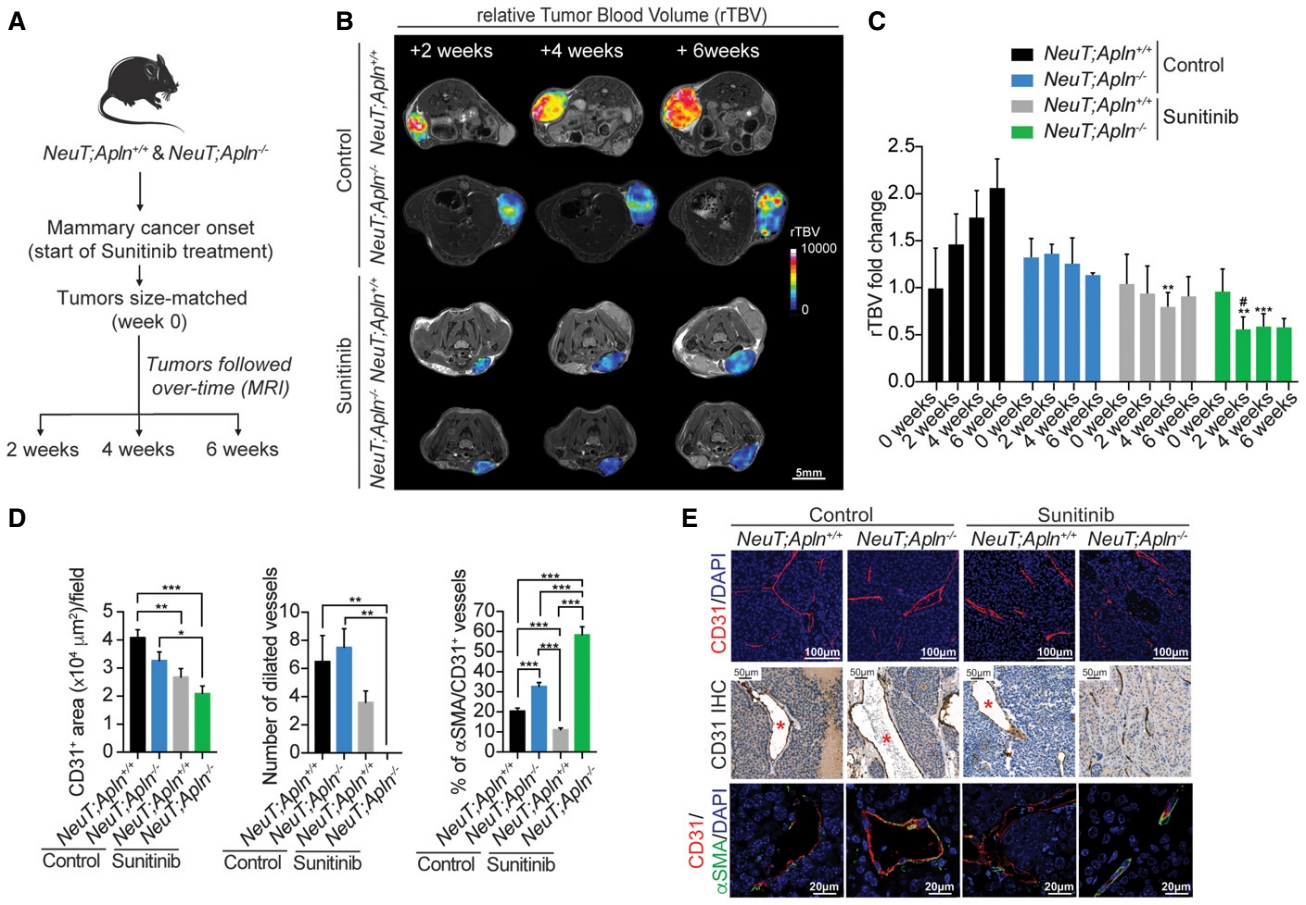
Combining Apelin blockage and sunitinib treatment reduces tumor angiogenesis and normalizes tumor blood vessels AExperimental setup for the MRI (non‐invasive magnetic resonance imaging) experiments.B, C(B) Representative MRI images; scale bar = 5 mm and (C) quantification (mean ± SEM) of relative tumor blood volume (rTBV) over time after NeuT^+^ mammary tumors were size‐matched at 20–70 mm^3^ (0 weeks). Treatments and genotypes are indicated. *NeuT;Apln* ^+/+^ control (*n* = 4), *NeuT;Apln* ^−/−^ control (*n* = 4), *NeuT;Apln* ^+/+^ sunitinib (*n* = 5), *NeuT;Apln* ^−/−^ sunitinib (*n* = 5); **P < 0.01, and ***P < 0.001 compared to untreated *NeuT;Apln* ^+/+^ mice and ^#^ *P* < 0.05 compared to untreated control *NeuT;Apln* ^−/−^ mice; two‐way ANOVA. Of note, in *NeuT;Apln* ^+/+^ mice, only two tumors could be analyzed after 6 weeks as some mice had to be sacrificed due to the large tumor sizes following ethical guidelines. Thus, we did not perform any statistical analysis on the 6 weeks time points.DAnalysis (mean values ± SEM) of CD31^+^ area (×10^4^ μm^2^)/field, number of dilated tumor vessels, and percentage of alphaSMA^+^ area per CD31^+^ blood vessels in mammary tumors of untreated (control) and sunitinib‐treated *NeuT;Apln* ^+/+^ and *NeuT;Apln* ^−/−^ mice, assessed 6 weeks after mammary tumors were size‐matched. *NeuT;Apln* ^+/+^ control (*n* = 4), *NeuT;Apln* ^−/−^ control (*n* = 4), *NeuT;Apln* ^+/+^ sunitinib (*n* = 5), *NeuT;Apln* ^−/−^ sunitinib (*n* = 4); *P < 0.05; **P < 0.01; ***P < 0.001; one‐way ANOVA and Kruskal–Wallis test.ERepresentative immunofluorescence and immunohistochemistry images from Fig 5D quantification. Dilated blood vessels are marked by a red asterisk. DAPI (blue) is shown as a counterstain to visualize nuclei. Scale bars = 100 μm (upper panels), 50 μm (middle panels), and 20 μm (lower panels).

Next, we examined the functional consequences of combined Apelin inactivation and anti‐angiogenic therapy on local hypoxia and leakage of the tumor vasculature. Sunitinib treatment of *NeuT;Apln* ^+/+^ tumors increased the percentage of hypoxic cells adjacent to tumor blood vessels compared to untreated *NeuT;Apln* ^+/+^ tumors, evaluated by prototypic carbonic anhydrase 9 (CA9) immunostaining (Fig 5A; Olive *et al*, 2001). In contrast, loss of Apelin reduced the percentage of hypoxic cells adjacent to tumor blood vessels in untreated and, most substantially, in sunitinib‐treated *NeuT;Apln* ^−/−^ tumors (Fig 5A). To complement these studies, we used MRI to visualize the dynamics of vessel permeability over time upon sunitinib therapy and Apelin targeting, following the same scheme used for rTBV assessment (see Fig 4A). Systematic dynamic susceptibility contrast (DSC) perfusion analysis in tumor tissue by MRI confirmed that sunitinib‐treated *NeuT;Apln* ^−/−^ tumors have the lowest vessel permeability (Fig 5B and C). Together, our data reveal that combined inhibition of angiogenic pathways not only reduces tumor growth and angiogenesis but also improves blood vessel structure relative to either condition alone. Importantly, loss of Apelin prevents the detrimental effects of sunitinib treatment on blood vessel structure, leakage, and local hypoxia.

**Figure 5:**
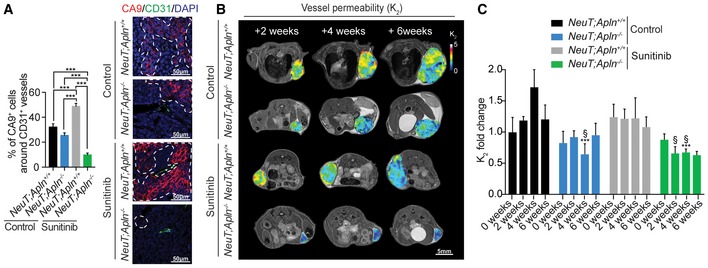
Apelin inactivation reduces sunitinib therapy‐induced hypoxia and vessel permeability APercentages of CA9^+^ cells adjacent to CD31^+^ tumor blood vessels (mean ± SEM) in untreated (control) and sunitinib‐treated *NeuT;Apln* ^+/+^ and *NeuT;Apln* ^−/−^ mice, 6 weeks after mammary tumors were size‐matched. *NeuT;Apln* ^+/+^ control (*n* = 4), *NeuT;Apln* ^−/−^ control (*n* = 4), *NeuT;Apln* ^+/+^ sunitinib (*n* = 4), *NeuT;Apln* ^−/−^ sunitinib (*n* = 4); 100–200 peri‐vascular intra‐tumoral regions per group were counted. ***P < 0.001; one‐way ANOVA. Right panels show representative immunofluorescent images. Areas limited by dotted white lines indicate CA9^+^ areas. Scale bars = 50 μm.B, C(B) Representative MRI images; scale bar = 5 mm and (C) quantification (mean ± SEM) of vessel permeability (*K*_2_) in NeuT^+^ mammary tumors followed over time. Treatments and genotypes are indicated. *NeuT;Apln* ^+/+^ control (*n* = 4), *NeuT;Apln* ^−/−^ control (*n* = 5), *NeuT;Apln* ^+/+^ sunitinib (*n* = 4), *NeuT;Apln* ^−/−^ sunitinib (*n* = 5); ***P < 0.001, compared to untreated control *NeuT;Apln* ^+/+^ mice and ^§^ *P* < 0.05 compared to sunitinib‐treated *NeuT;Apln* ^+/+^ mice; two‐way ANOVA. Of note, in *NeuT;Apln* ^+/+^ mice, only two tumors could be analyzed after 6 weeks as some mice had to be sacrificed due to the large tumor sizes following ethical guidelines. Thus, we did not perform any statistical analysis on the 6 weeks time points.

### Apelin loss prevents sunitinib‐induced metastases

Tumors treated with sunitinib display increased hypoxia and invasiveness upon therapy‐induced resistance, resulting in more metastasis, which cannot be reverted by stopping the treatment (Ebos *et al*, 2009; Pàez‐Ribes *et al*, 2009). Therefore, we next evaluated how sunitinib treatment and loss of Apelin signaling affect the metastatic status of *NeuT;Apln* ^+/+^ and *NeuT;Apln* ^−/−^ mice. We analyzed lungs of tumor‐bearing mice 6 weeks after the primary mammary tumors were size‐matched at 20–70 mm^3^ (see Fig 6A). Although untreated *NeuT;Apln* ^+/+^ mammary tumors are not highly metastatic, sunitinib treatment significantly increased the number of lung metastases (Fig 6A), as previously observed (Ebos *et al*, 2009; Pàez‐Ribes *et al*, 2009). Apelin inactivation alone did not significantly alter metastasis of NeuT‐driven tumors. However, deletion of Apelin prevented sunitinib‐induced lung metastases (Fig 6A). We obtained similar results in *NeuT* ^+^ mice with large size‐matched mammary tumors (Fig EV5A). Further, we found that sunitinib treatment induced metastasis of tumors derived from *shRenilla* E0771 cells but not from *shApln* E0771 cells, providing additional evidence that Apelin inhibition prevents sunitinib‐induced metastasis (Fig EV5B and C).

**Figure 6:**
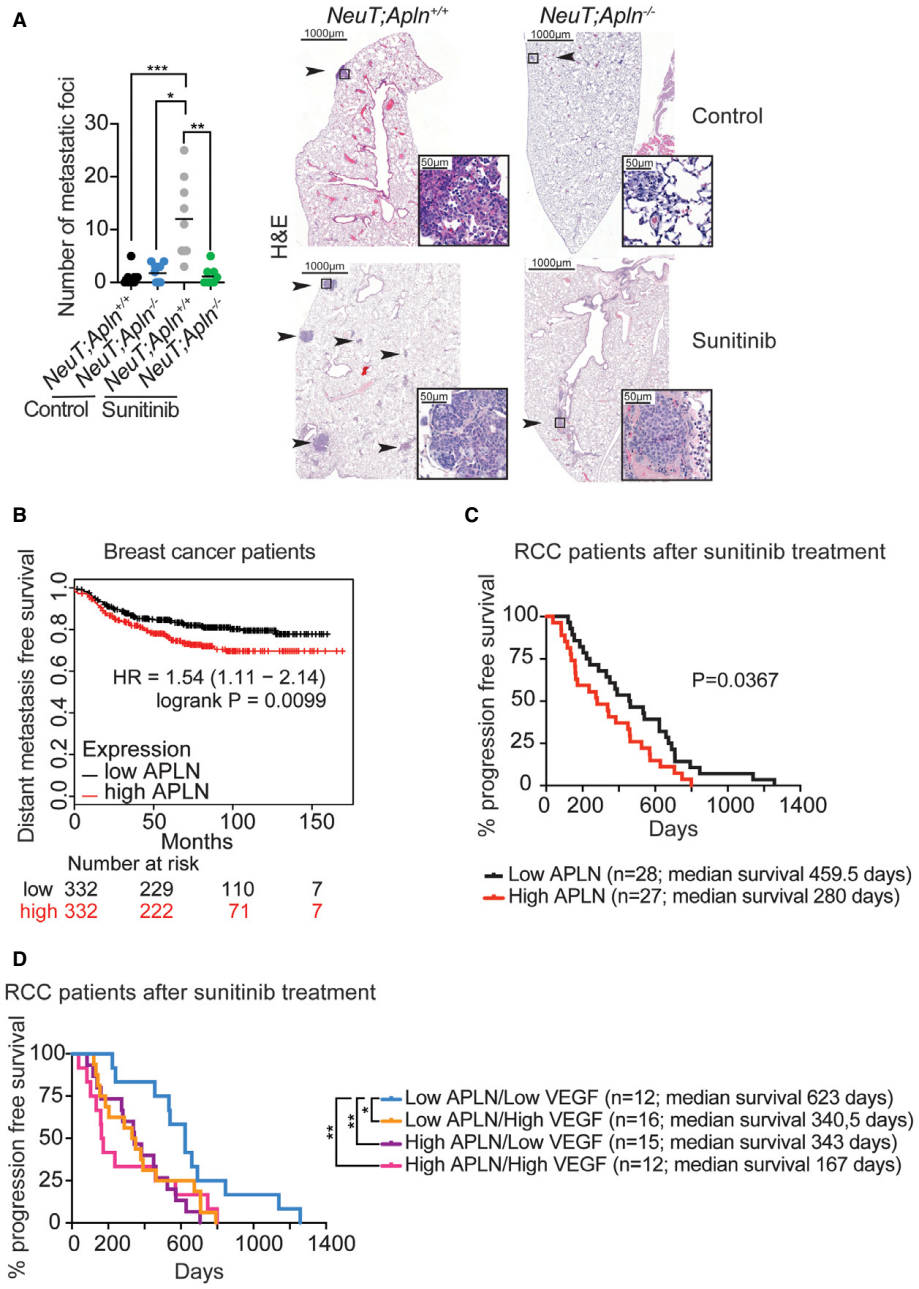
Apelin inactivation reduces sunitinib therapy‐induced metastasis and stratifies sunitinib therapy responses in patients Number of metastatic lung foci in untreated (control) and sunitinib‐treated (60 mg/kg, three times a week from tumor initiation) *NeuT;Apln* ^+/+^ or *NeuT;Apln* ^−/−^ mice, assessed 6 weeks after mammary tumors were size‐matched. Data of individual lung sections and means (black bars) are shown. Right panels show representative H&E images, where black arrows and insets indicate metastatic foci. Scale bars = 1,000 μm (large panels) and 50 μm (insets). *P < 0.05, **P < 0.01; ***P < 0.001; Kruskal–Wallis test; *n* = 3 mice per cohort and three sections per lung were analyzed.Kaplan–Meier survival plot for distant metastasis‐free survival from the KM‐plotter database (Győrffy *et al*, 2013) for high and low Apelin (APLN)‐expressing groups in human breast cancer. Patients were split by the median. Affymetrix Apelin ID 222856_at.Kaplan–Meier plot for progression‐free survival stratifying RCC patients with high and low APELIN serum levels 3–5 months after the start date of sunitinib treatment. *P = 0.0367; log‐rank test.Kaplan–Meier plots for progression‐free survival in RCC patients stratified into groups of high or low levels of APELIN and VEGF. Cutoff levels were set by the median. Serum was analyzed 3–5 months after the start date of sunitinib treatment. *P < 0.05, **P < 0.01; log‐rank test. Source data are available online for this figure.

**Figure EV5:**
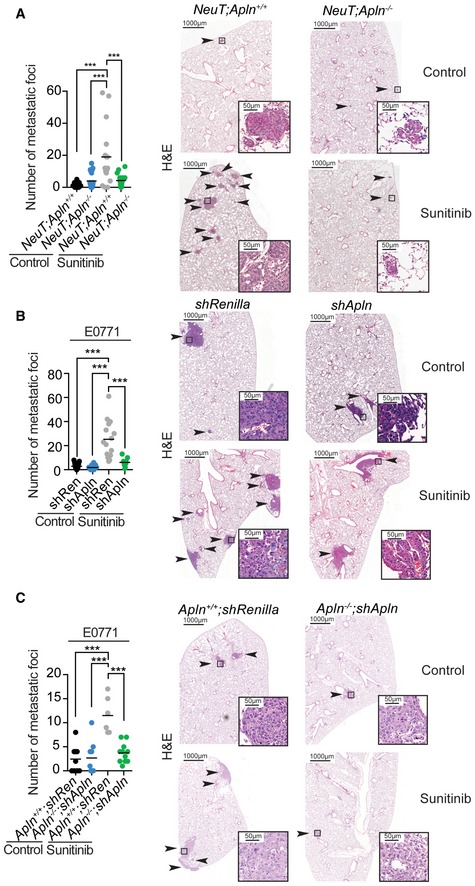
Apelin inhibition protects from anti‐angiogenic therapy‐induced metastases ANumber of metastatic lung foci in untreated (control) and sunitinib‐treated (60 mg/kg, three times a week from tumor initiation) *NeuT;Apln* ^+/+^ and *NeuT;Apln* ^−/−^ mice with large size‐matched tumors. Data of individual lung sections and means (black bars) are shown. Identified outliers by ROUT method (*Q* = 1%) were obviated. Right panels show representative H&E images, where black arrows and insets indicate metastatic foci. Scale bars = 1,000 μm (large panels) and 50 μm (insets). ***P < 0.001; one‐way ANOVA; *NeuT;Apln* ^+/+^ control (*n* = 9), *NeuT;Apln* ^−/−^ control (*n* = 8), *NeuT;Apln* ^+/+^ sunitinib (*n* = 6), *NeuT;Apln* ^−/−^ sunitinib (*n* = 7); and three sections per lung were analyzed.B, CNumber of metastatic lung foci per lung section from 1 to 1.5 cm^3^ size‐matched E0771 control (*shRenilla*) and Apelin‐depleted (*shApln*) E0771 tumors orthotopically injected into C57BL/6J *Apln* ^+/+^ (B) or orthotopically injected into C57BL/6J *Apln* ^+/+^ or *Apln* ^−/−^ mice (C). Mice were either left untreated (control) or treated with sunitinib (60 mg/kg, starting at day 5 after tumor injection, five times a week). Data of individual lung sections and means (black bars) are shown. Right panels show representative H&E images, where black arrows and insets indicate metastatic foci. Scale bars = 1,000 μm (large panels) and 50 μm (insets). E0771 *shRenilla* control (*n* = 7), E0771 *shApln* control (*n* = 4), E0771 *shRenilla* sunitinib (*n* = 5), E0771 *shApln* sunitinib (*n* = 3) (B) or *Apln* ^+/+^ *shRenilla* control (*n* = 3), *Apln* ^−/−^ *shApln* control (*n* = 3), *Apln* ^+/+^ *shRenilla* sunitinib (*n* = 2), *Apln* ^−/−^ *shApln* sunitinib (*n* = 3) (C) and three sections per lung were analyzed. **P < 0.01; ***P < 0.001; one‐way ANOVA.

To complement our studies in mice, we investigated whether Apelin levels correlate with the metastatic status of women with breast cancer. Unbiased meta‐analysis using the Kmplot database (Győrffy *et al*, 2013) indeed showed that high levels of intra‐tumoral Apelin expression significantly associated with an accelerated appearance of distant metastases in breast cancer (Fig 6B). These results suggest that Apelin levels are a potential prognostic biomarker for metastasis, with higher levels correlating with a shorter time to metastasis in breast cancer patients. Our experimental mouse results show that, unlike sunitinib treatment, loss of Apelin does not increase metastasis. Rather, Apelin inhibition not only reduces tumor growth in our mammary tumor models, but also reduces the occurrence of anti‐angiogenic therapy‐induced metastases.

### High Apelin levels correlate with poor prognosis of patients on sunitinib therapy

Sunitinib is a first‐line therapy for renal cell carcinoma (RCC) as a single agent (Kim *et al*, 2014). However, even in the treatment of RCC patients, it only temporarily stabilizes the disease (Kim *et al*, 2014). Based on our results, we hypothesized that low Apelin levels may correlate with a better prognosis in patients treated with anti‐angiogenic therapy. To test this hypothesis, we measured Apelin levels in serum samples from a cohort of 55 RCC patients that were treated for 3–5 months with sunitinib as a single agent (Appendix Fig S3A) and evaluated their progression‐free survival (PFS). RCC patients with lower Apelin levels indeed had a significantly longer PFS (median survival = 459.5 days) than patients with higher Apelin levels (median survival = 280 days; Fig 6C and Appendix Fig S3B). We also evaluated the serum levels of both VEGF and Apelin in our cohort of sunitinib‐treated RCC patients and stratified high or low expression groups based on the median (Fig 6D). Patients with both low Apelin and low VEGF serum levels had a significantly higher PFS (median survival = 623 days), whereas patients with high serum levels of both proteins had the lowest median survival (167 days). Low levels of only Apelin or VEGF showed a median survival of 340.5 and 343 days, respectively (Fig 6D). Taken together, these results indicate that high Apelin levels in serum samples correlate with worse prognosis of renal cancer patients treated with approved and clinically utilized anti‐angiogenic therapy.

## Discussion

Tumor angiogenesis is required to nourish rapidly growing transformed cells. Anti‐angiogenic therapies currently in clinical use are based on the inhibition of VEGF and closely related pathways (Cao *et al*, 2011; Jayson *et al*, 2016). However, in many cases, anti‐angiogenic therapies result in abnormal blood vessels and local hypoxia in tumors, leading to even more aggressive growth and consequently metastases, thereby limiting the promise of blood vessel targeted anti‐cancer approaches (Bergers & Hanahan, 2008; Carmeliet & Jain, 2011a; Potente *et al*, 2011; Rivera & Bergers, 2015). Emerging evidence shows that combinational therapies have usually higher effectiveness than monotherapies for cancer treatment. Based on this concept, we aimed to identify novel druggable pathways that can alleviate the detrimental effects of current anti‐angiogenic therapies while maintaining their efficacy. Here, we show that ablating the small peptide Apelin strikes one Achilles heel of current anti‐angiogenic therapy, reducing tumor angiogenesis and growth of the primary tumor while at the same time maintaining a better structured vasculature with higher pericyte coverage, impairing malignant progression, preventing hypoxia and distant metastasis.

One intriguing aspect of our findings is that inactivation of Apelin not only reduces tumor growth and cancer neo‐angiogenesis in combination with anti‐angiogenic therapy, but results in tumor blood vessel normalization as defined by less capillary leakage, reduced tissue hypoxia, and maintained pericyte coverage. While sunitinib has been tested in many clinical trials for its capability to reduce tumor growth, due to limitations in trial design and patient recruitment, a conclusive analysis whether sunitinib is increasing metastasis in human disease is still outstanding. As reported previously, sunitinib robustly induces metastases in mouse models (Ebos *et al*, 2009; Pàez‐Ribes *et al*, 2009; Singh *et al*, 2012). Intriguingly, we did not observe an increase in metastasis upon Apelin blockage alone in both of our mammary cancer models. Importantly, Apelin blockade not only normalized blood vessels within the tumors but prevented the enhanced hypoxia and consequent metastases in animals treated with sunitinib. Thus, inhibition of distinct inducers of angiogenesis from different receptor families provides an additional benefit in lung and mammary cancer models.

Our experimental models using E0771 mammary tumor cells, NeuT oncogene‐driven spontaneous mammary cancer, as well as clonal induction of oncogenic KRas to trigger lung cancer, clearly demonstrate that loss of Apelin alone markedly reduces tumor angiogenesis, impairs tumor growth, and as a consequence improves survival of these animals. We find that impairing Apelin expression from both, the epithelial tumor cells, as well as from cells in the tumor microenvironment, is key to reduce tumor growth. We further show that Apelin depletion remodels the tumor microenvironment, by improving vessel leakiness, reducing hypoxia, and decreasing infiltration of PMN‐MDSCs, while increasing NK T cells. PMN‐MDSCs are an immune‐suppressive subset of the neutrophil lineage that suppress immune responses in an antigen‐dependent manner (Gabrilovich, 2017). MDSCs in general, can be recruited into hypoxic tissues and PMN‐MDSCs in particular have been shown to be capable of promoting angiogenesis (Binsfeld *et al*, 2016). Importantly, MDSCs are implicated in mediating resistance to anti‐angiogenic therapy by promoting new vessel growth and PMN‐MDSCs numbers have been correlated with responsiveness to sunitinib therapy (Condamine *et al*, 2015). Our gene expression profiles further indicate that Apelin‐depleted endothelial cells express factors involved in the recruitment of PMN‐MDSCs. 

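Expression of recruitment factors in the tumor ECs was counted over the 47 genes of the granulocyte adhesion and recruitment list. Above 1 CPM in every Apelin-depleted library were 26 of them, and above 1 CPM in every Apelin wild-type library were 24. A total of 22 genes were above 1 CPM in all 9 libraries. In at least 1 Apelin-depleted library 41 genes exceeded that level, and in at least 1 Apelin wild-type library 45 did. With 3 libraries against 6, a condition on every library is easier to meet in the Apelin-depleted group. A condition on at least 1 library is easier to meet in the Apelin wild-type group. These counts therefore do not compare the groups. Of the list genes with enough counts to be tested, 3 had every Apelin-depleted library above every Apelin wild-type library and 3 had every one below. None of these differences passed the adjustment with edgeR's quasi-likelihood test. Before adjustment, at p under 0.05, Sele, Selp, Icam1, Csf3 and Il6 were higher in Apelin-depleted ECs, and S100a8, S100a9 and Lgals1 were lower. With DESeq2, the tool that the paper names, the 3 lower genes passed the thresholds, which were S100a8 (adjusted p = 2.25e-04), S100a9 (adjusted p = 0.0127) and Lgals1 (adjusted p = 0.00503). S100a8 and S100a9 are also neutrophil markers. The sort excluded CD45+ cells, but for S100a8 and S100a9 RNA from neutrophils that passed it cannot be told apart from expression in ECs. The order of the libraries for these genes rests in part on values under the floor of 3 counts.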

Whether the loss of Apelin affects the homing and/or local expansion of PMN‐MDSCs needs to be examined in future experiments.

The effects of Apelin depletion on tumor cells and the cells of the tumor microenvironment might be model and context dependent. A recent publication found that Apelin depletion presents a double‐edged sword in glioblastoma, since it enhanced tumor cell invasion, while at the same time reducing vascular density, without accompanied changes in immune cell infiltration (Mastrella *et al*, 2019). In contrast to this study in glioblastoma, we find a consistent benefit of depleting Apelin in epithelial breast and lung cancer, associated with normalized vessel function, decreased hypoxia, and consequently reduced metastases. Importantly, in this glioblastoma study, it was also reported that a combination of Apelin‐F13A with anti‐VEGFR2 therapy is superior to either intervention alone. Apelin‐F13A is a poorly understood molecule proposed to be an antagonist of Apelin signaling but was shown to also exert agonistic effects (Fan *et al*, 2003; Medhurst *et al*, 2003; Lee *et al*, 2005). The combination of anti‐angiogenic treatment with Apelin‐F13A seems to be promising in glioblastoma, but due to its unclear mechanism of action its wider applicability as potential therapeutic in other types of cancers remains questionable. Nonetheless, it appears that Apelin is an ubiquitously used angiogenic pathway throughout many different types of cancers, i.e., glioblastoma, lung, and breast cancer. Whether Apelin exerts similar effects in other tumor types requires further studies.

One of the key factors limiting clinical benefits of anti‐angiogenic therapy in cancer patients is to define reliable biomarkers discriminating responsive patients from non‐responders. At the time of writing, to our knowledge such a reliable biomarker does not exist for guiding clinical practice. In multiple cancers, including breast and lung, Apelin expression levels in tumors inversely correlate with overall survival as well as metastasis‐free survival (our data and Berta *et al*, 2010; Heo *et al*, 2012). To directly correlate Apelin expression with anti‐angiogenic benefits, we accessed a cohort of renal cell carcinoma patients who received anti‐angiogenic sunitinib monotherapy. High circulating Apelin levels in patients receiving anti‐angiogenic therapy correlated with worse survival. Our data also show that serum Apelin levels in patients treated with sunitinib represent a potential biomarker to predict the efficacy of anti‐vascular drugs and to identify patients responsive to these therapies. This is in line with recent data in 30 patients with colorectal cancer, suggesting that Apelin expression may represent a predictive biomarker for bevacizumab unresponsiveness (Zuurbier *et al*, 2017), independently confirming our results in human patients.

Normalization of blood vessels has become a critical concept to fully realize the clinical benefits of anti‐angiogenic therapy. Although a combination therapy blocking both VEGF and angiopoietin‐2 is additive to reduce angiogenesis and tumor growth, it may promote even greater hypoxia than monotherapy (Koh *et al*, 2010; Rigamonti *et al*, 2014; Scholz *et al*, 2016). Targeting Apelin not only reduces growth and angiogenesis in our lung and breast cancer models, but also, most importantly, it does not result in increased hypoxia within the tumor microenvironment. Moreover, blocking Apelin nearly entirely prevents sunitinib‐induced metastases. This is of particular importance, because drug‐induced hypoxia is a key factor for drug resistance, metastasis, and metabolic reprogramming of cancer cells (Casanovas *et al*, 2005; Mazzone *et al*, 2009; Loo *et al*, 2015; Park *et al*, 2017). Preventing cancer hypoxia may therefore provide a mechanistic rationale for combination therapy with chemotherapeutics and radiation therapy, other anti‐angiogenic treatments, perhaps even immune therapy (Mauceri *et al*, 1998; Jain, 2005). In summary, we have identified a druggable pathway that could stratify and protect cancer patients from resistance to current anti‐angiogenic therapies and consequent metastasis, with the important feature of avoiding increased hypoxia and thus opening a new avenue for cancer treatment.

## Materials and Methods

### Mice

Apelin knockout mice (*Apln* ^−/−^ or *Apln* ^−/*y*^) were generated previously in our laboratories and carry a deletion of the Apelin gene in the germline (Kuba *et al*, 2007). These mice were backcrossed for at least ten generations onto a C57BL/6 background and then crossed to *LSL‐KRas* ^*G12D*^ mice (Jackson, 2001) to generate *LSL‐KRas* ^*G12D*^ *;Apln* ^−/*y*^. *p53* ^*fl*/*fl*^ mice have been previously described (Jackson *et al*, 2005). MMTV‐*Neu*T transgenic mice, which carry the activated c‐Neu oncogene driven by a mouse mammary tumor virus (MMTV) promoter (Muller *et al*, 1988), were crossed to C57BL/6 *Apln* ^−/−^ mice to generate MMTV*‐NeuT;Apln* ^−/−^ animals. Tumor onset of mammary tumors was determined by weekly palpation of the mammary glands; mice were sacrificed when the tumor size reached the maximum permitted under ethical guidelines. Anti‐angiogenic treatment with the multimodal receptor tyrosine kinase (RTK) inhibitor sunitinib malate (1611, Biovision, 60 mg/kg body weight per dose by oral gavage, three times a week) was started only after cancer onset and followed until the mice were sacrificed. Mice were maintained in temperature‐controlled conditions, and genotypes were determined by PCR analysis of genomic DNA. In all experiments, mice were randomly distributed between the different groups and only littermate mice were used as controls. All mice were maintained according to the ethical animal license protocol complying with the Austrian and European legislation.

### Histology, whole‐mount sections, immunohistochemistry, and immunofluorescence analysis

Tissue samples were fixed in freshly prepared 4% paraformaldehyde (PFA) overnight at 4°C and embedded in paraffin after dehydration in ascending concentrations of ethanol. For histological analysis, 2‐ to 4‐μm‐thick paraffin sections were prepared and stained with hematoxylin and eosin. Slides were evaluated with a Zeiss Axioskop 2 MOT microscope and scanned with a *Pannoramic 250 Flash II* Scanner (3D Histech). Tumor burden was evaluated by a pathologist and also automatically scored by an algorithm programmed and executed using the *Definiens Tissue Studio* software suite. Histopathologic designations were assigned to proliferative lesions of the mammary glands in accordance with the recommendations of the Annapolis Pathology Panel (Cardiff *et al*, 2000) and the INHAND project (Rudmann *et al*, 2012). For histological analysis of lung tumors, sections from at least two different longitudinal planes of the lungs were cut and analyzed. Mitotic counts were performed manually by a pathologist; 10 representative fields were counted per tumor. The quantification of the number of dilated vessels per mammary tumor was done by a pathologist; only vessels with prominent dilated lumina (bigger than 0.25 mm in length/diameter) in intact viable tumors and inside the tumor boundaries were enumerated. Numbers of metastatic lung foci were manually counted by a pathologist; sections from three different longitudinal planes of the lungs were cut and analyzed. For immunohistochemistry, the automated Leica Bond III system was used. Ki67‐positive cells and percentages of CD31 positive areas per tumor were automatically scored by an algorithm programmed and executed using the *Definiens Tissue Studio* software suite and visually controlled by a pathologist in a blinded fashion. For immunofluorescence, sections were deparaffinized in xylene and hydrated in subsequent dilutions of ethanol (100, 95, 70%), each two times for 5 min. Following antigen retrieval with unmasking solution (1:100 dilution, Vector Labs H3300) in a microwave, sections were cooled down at room temperature (RT), washed with PBS, blocked with 4% goat serum for 30 min (RT), and stained overnight with primary antibody at 4°C. The chosen fluorophore‐conjugated secondary antibody was incubated for 45 min at RT, washed, and mounted in Vectashield (Vector labs, H‐1000). CD31‐positive areas were manually quantified; at least five representative fields were counted per tumor. To quantify the mural cell coverage of vessels, virtually all intra‐tumoral CD31^+^ vessels were manually selected and an algorithm, programmed and executed using the *Definiens Tissue Studio* software, detected alphaSMA^+^ (alpha smooth muscle actin) and CD31^+^ cells. CA9^+^ cells were quantified by manual selection of 100–200 peri‐vascular intra‐tumoral regions and subsequent automatic analysis by an algorithm programmed and executed using the *Definiens Tissue Studio* software. Pimonidazole positive hypoxic foci were manually counted by a pathologist. For immunohistochemistry and immunofluorescence, the primary antibodies used were as follows: anti‐Ki67 (ab16667, Abcam, 1:200), anti‐CD31 (DIA310, Dianova, 1:20), anti‐alphaSMA (Clone 1A4, Dako, 1:20), and anti‐CA9 (AF2344, R&D Systems, 1:20). For pimonidazole staining, the Hydroxyprobe™ kit (HP1‐200Kit, Hydroxyprobe) was used.

### Magnetic resonance imaging (MRI)

MRI was performed on a 15.2 T Bruker system (Bruker BioSpec, Ettlingen, Germany) with a 35‐mm quadrature birdcage coil. Mice were continuously monitored for tumor occurrence by palpation and MRI. When tumors reached 20–70 mm^3^, this time point was set as imaging day 0, and then, each tumor was imaged thereafter at 2, 4, and 6 weeks. Before imaging, a tail line was inserted for delivery of contrast agent (30‐gauge needle with silicon tubing). All animals were anesthetized with isoflurane (4% induction, maintenance with 1.5%). During imaging, respiration was monitored and isoflurane levels were adjusted if breathing was < 20 or > 60 breaths per minute. For measurement of tumor volume, a multi‐slice multi‐echo (MSME) spin‐echo sequence was used [repetition time (TR)/echo time (TE) = 3,000/5.8–81.18 ms, 14 echoes, 117 μm^2^ in‐plane resolution, 0.5 mm slice thickness, number of experiments [NEX] = 1). Tumor volume was calculated by multiplying the slice thickness with the tumor area by an investigator blinded to the treatment group.

Dynamic susceptibility contrast (DSC) perfusion MRI was collected using fast imaging with steady‐state precession (FISP) with 500.6 ms temporal resolution (1 slice; TR/TE = 500/1.7 ms; flip‐angle = 5 degrees; 468 × 468 μm^2^ in‐plane resolution; 1‐mm slice thickness; NEX = 2; 360 repetitions) following tail vein injection of 0.05 ml of 0.25 mol/l gadolinium‐based contrast agent (Magnevist, Berlex). Prior to and following DSC‐MRI, a T1‐weighted spin‐echo dataset was acquired (0.5 mm thick slices, TR/TE 500/5.8 ms, 117 × 117 μm^2^ resolution, 2 NEX). DSC data were processed offline using ImageJ (National Institutes of Health; rsbweb.nih.gov/ij/), and the DSCoMAN plug‐in (Duke University, https://dblab.duhs.duke.edu/wysiwyg/downloads/DSCoMAN_1.0.pdf). The analysis consisted of truncating the first five time points in the DSC‐MRI time series to ensure steady‐state magnetization, calculating the pre‐bolus signal intensity ($S_{0}$) on a pixel‐wise basis, converting the truncated DSC‐MRI time series to a relaxivity–time curve ($\Delta R_{2}^{*}\left(t\right)=-\left(1/TF\right)\ln\left(S\left(t\right)/S_{0}\right)$), S(t)) is dynamic signal intensity curve, and correcting for the gadolinium leakage (*K*_2_), as well as vessel density, as described previously (Boxerman *et al*, 2006). The effect of contrast agent leakage (*K*_2_) was estimated based on pixels that exhibited signal enhancement following gadolinium injection compared to pixels that did not. Necrotic areas seen as hyperintense on T1‐weighted scans were excluded as they lack viable tumor vasculature. To account for possible small differences in the amount of contrast agent administered from mouse to mouse, all tumor *K*_2_ maps were subsequently corrected for *K*_2_ of the muscle (muscle *K*_2_ was set to 1).

### Embryoid bodies and 3D vascular sprouts

EBs were generated as previously described (Jakobsson *et al*, 2010). Briefly, mESCs were trypsinized, depleted of LIF, mixed 1:1 in case of chimeric EBs and left in low adhesion plates (MS‐9096UZ, Sumitomo Bakelite Co; day 0). On day five (CCEs) or day eight (*Apln* GO and STOP mESCs), the formed EBs were transferred to a polymerized collagen I gel with addition of 30 ng/ml VEGFA164 (Peprotech; Jakobsson *et al*, 2010). The medium was changed every day after sprouting initiation. Apelin (ApelinPyr13, 1,000 nM, BACHEM H‐4568) or DMSO (control) was added, when indicated, after sprouting initiation.

### Mammary cancer orthotopic model

E0771 cells were orthotopically injected in C57BL/6J mice as previously described (Ewens *et al*, 2005). In brief, cells were harvested for injection into mice by trypsin digestion for 5 min, washed in Hank's balanced salt solution, counted, diluted in this salt solution, and orthotopically injected into the fat pad of the fourth mammary gland (2.5 × 10^5^ cells/200 μl/mouse, unless stated otherwise). Treatment with sunitinib malate (1611, Biovision, 60 mg/kg body weight per dose by oral gavage, three to five times a week), the Apelin antagonist MM54 (057‐07, Phoenix Pharmaceuticals, 0.4 mg/kg body weight per dose by intra‐peritoneal injection, three times a week), axitinib (A‐1107, LC Laboratories, 30 mg/kg body weight per dose by oral gavage, daily), or the anti‐VEGFR2 antibody (clone DC101, BioXcell, 1 mg by intra‐peritoneal injection, twice a week) was started only after tumors were palpable and followed until the mice were sacrificed following the ethical guidelines. Mice were randomly distributed between the different groups. Tumors were measured using digital calipers; the size of the tumor is expressed as length (mm) × width (mm) × height (mm) = tumor size (mm^3^).

### Sunitinib‐treated RCC cancer patients

Serum samples from renal cell carcinoma (RCC) patients were collected between 2010 and 2013 3–5 months after sunitinib therapy at the Department of Urology, Semmelweis University (Budapest, Hungary). The study protocol was approved based on the ethical standards prescribed by the Helsinki Declaration of the World Medical Association and with the permission of the Scientific and Research Committee of the Hungarian Medical Research Council (ETT TUKEB 2521‐0/2010‐1018EKU, 153/PI/010). Samples were prepared from approximately 10 ml blood collected with BD Vacutainer Serum Separator tube (#367953). Samples were allowed to clot for 45 min at room temperature before being centrifuged at 2,650 *g* for 15 min, aliquoted, and stored at −80°C until use. Cutoff levels for high and low APELIN or VEGF levels were set by the median. Kaplan–Meier curves for progression‐free survival were evaluated for all patients, and the log‐rank test was used to establish the significance of the difference. Multivariate analysis of the clinical parameters was performed using the Cox regression model. Statistical analyses were performed using the PASW Statistics 18.0 package (Predictive Analytics Software, SPSS Inc., Chicago, IL, USA), the IBM SPSS Statistics 23.0 package (IBM Corp., Armonk, NY, USA), and GraphPad Prism 6.0 (GraphPad Inc., San Diego, CA, USA).

### Induction of lung cancer

Intratracheal administration of adenoviruses expressing Cre was used to specifically induce *K‐Ras* ^*G12D*^ expression and *p53* deletion in pneumocytes. Administration of AdCre viruses was performed in 8‐ to 12‐week‐old mice as previously reported (DuPage *et al*, 2009). In brief, experimental animals were anesthetized with Ketasol: Xylasol and placed on a heated pad. An AdCre‐CaCl_2_ precipitate was produced by mixing 60 μl MEM, 2.5 μl AdCre (4 × 10^10^ pfu/ml; University of Iowa, Gene Transfer Vector Core Iowa, USA) and 0.6 μl CaCl_2_ (1 M) for each mouse and incubated for 20 min at room temperature (21–22°C).

### Primary cells and cell lines

E0771 breast adenocarcinoma cells were purchased from ATCC and maintained as a monolayer in RPM1 1640 supplemented with 10% fetal bovine serum, 2 mM L‐glutamine, penicillin/streptomycin (100 U Pen/ml; 0.1 mg Strep/ml), and 10 mM HEPES buffer. Primary human umbilical vein endothelial cells (HUVECs) were purchased from Life Technologies and maintained in Medium 200 (Life Technologies) supplemented with Low Serum Growth Supplement as specified by the supplier (LSGS, Life Technologies). Cells were kept at low passage and tested for mycoplasma regularly. All cells were mycoplasma negative.

### Mouse embryonic stem cells

Apelin STOP (GFP^+^) and Apelin GO (mCherry^+^;Cre^+^) mouse embryonic stem cells (mESCs) as well as CCE mESCs were cultured in DMEM with 15% fetal calf serum (Invitrogen), penicillin/streptomycin (100 U Pen/ml; 0.1 mg Strep/ml), L‐glutamine (2 mM), non‐essential amino acids, 1 mM sodium pyruvate, 50 mM β‐mercaptoethanol, and leukemia inhibitory factor (LIF). All cells were maintained at 37°C and 5% CO_2_ conditions.

### Plasmids and retroviral infections

Apelin and Apelin receptor shRNAs were cloned into a GMPNIL retroviral vector (SSCV‐GFP‐miRE‐PGK‐Neomycin‐IRES‐Luciferase 2). PlatE cells were cultured at 37°C and 5% CO_2_ in Dulbecco's modified Eagle's medium (DMEM) supplemented with 10% fetal bovine serum and transfected using the calcium phosphate co‐precipitation method. Selection of E0771 was done with 400 μg/ml of neomycin. Haploid murine ESCs carrying a Tol2 gene‐trap vector between exons 1 and 2 of the Apelin gene (named *Apln* STOP mESCs) were generated in‐house by Haplobank. Reversion of the splice acceptor element, to genetically “repair” the mutation (named *Apln* GO), was done by infection with a retroviral plasmid encoding for Cre recombinase as well as mCherry (MSCV‐mCherry‐IRES‐Cre).

### Vascular permeability assay

Lysinated labeled dextran (70 kDa; Invitrogen, D1818, 1.25 mg in 100 μl ddH_2_O) was intravenously injected into the tail vein of each tumor‐bearing mouse. Fifteen minutes post‐injection, mice were sacrificed and tumors were harvested, followed by overnight fixation in 4% PFA. Whole‐mount immunostaining of tumor samples was performed with anti‐CD31 antibodies (DIA310, Dianova) followed by a goat Alexa 633 secondary antibody. Positive signals were examined by confocal microscopy and the numbers of vessels with extravasated dextran were quantified and corrected for differences in vessel densities.

### Pimonidazole hypoxia assay

Pimonidazole (Hydroxyprobe™ kit, HP1‐200Kit, hydroxyprobe, 12 mg/ml in PBS) was intravenously injected at 60 mg/kg into the tail vein of each tumor‐bearing mouse. Mice were sacrificed 45 min post‐injection and tumors were harvested, followed by overnight fixation in 4% PFA. Immunohistochemical staining of tumor samples was performed according to the manufacturer's instructions.

### Flow cytometry

Flow cytometry sorting of endothelial cells from tumors was performed by dissociating tumors with 2 mg/ml collagenase IV (LS004186, Worthington) and 0.2 mg/ml deoxyribonuclease I (LS002138, Worthington) in RPMI medium for 45 min at 37°C. The collagenase/Dnase solution was replaced with 10 ml cold FACS buffer (PBS, 2% fetal bovine serum), and the dissociated cells were passed through a 70‐μm cell strainer and then washed with 10 ml cold FACS buffer. The cells were stained with APC‐conjugated anti‐mouse CD31 antibody (17‐0311, eBioscience, 1:100), PE‐conjugated anti‐mouse CD105 antibody (120408, Biolegend, 1:100), PE‐Cy7‐conjugated anti‐mouse CD45 (103114, Biolegend, 1:400), as well as including an anti‐mouse CD16/CD32 Fc block (553142, BD Biosciences, 1:100) and DAPI (D1306, Thermo Fisher Scientific, 1:500 from a 5 mg/ml stock) all diluted in FACS buffer and incubated for 20 min at 4°C. Endothelial cells were isolated by sorting for DAPI^−^, CD45^−^, CD31^+^, and CD105^+^ cells on a FACS Aria III cytometer. All data were analyzed with FlowJo v10.0.8r1.

For analysis of infiltrating immune cells, single‐cell suspensions from tumors were prepared as described above. The staining was split into two panels, panel one was comprised of FITC‐conjugated anti‐mouse CD45 antibody (103107, eBioscience, 1:500), PerCP‐Cy5.5‐conjugated anti‐mouse Cd11b antibody (101228, BioLegend, 1:200), PE‐Cy7‐conjugated anti‐mouse Thy1.2 antibody (B105326, Biolegend, 1:100), BV510‐conjugated anti‐mouse Ly6G‐antibody (127633, BioLegend, 1:100), BV711‐conjugated anti‐mouse NK1.1 antibody (108745, BioLegend, 1:100), BV‐570‐conjugated anti‐mouse CD4 antibody (B100542, BioLegend, 1:250), EF450‐conjugated anti‐mouse CD8 antibody (48‐0081‐80, eBiolegend, 1:300), eFlour780‐conjugated fixable viability dye (65‐0865‐14, eBioscience, 1:1,000) as well as including an anti‐mouse CD16/CD32 Fc block (553142, BD Biosciences, 1:100). Panel 2 was comprised of AF488‐conjugated anti‐mouse B220/CD45R antibody (103225, BioLegend, 1:100), PerCP‐Cy5.5‐conjugated anti‐mouse Cd11b antibody (101228, BioLegend, 1:200), PE‐Cy7‐conjugated anti‐mouse CD45 antibody (552848, BD Biosciences, 1:500), BV510‐conjugated anti‐mouse Ly6G‐antibody (127633, BioLegend, 1:100), BV785‐conjugated anti‐mouse Ly6C antibody (128041, BioLegend, 1:100), APC‐conjugated anti‐mouse PDCA1 antibody (17‐3171‐80, Thermo Fisher Scientific, 1:100), eFlour780‐conjugated fixable viability dye (65‐0865‐14, eBioscience, 1:1,000) as well as an anti‐mouse CD16/CD32 Fc block (553142, BD Biosciences, 1:100), all diluted in FACS buffer and incubated for 30 min at 4°C. Cells were acquired on a BD LSR Fortessa. All data were analyzed with FlowJo v10.0.8r1.

Flow cytometry analysis and sorting of endothelial cells in vessel sprouts were performed as described (Jakobsson *et al*, 2010). In brief, embryoid bodies in collagen were dissociated by treatment with 2.5 mg/ml collagenase A (10103578001, Roche) in ESC media without LIF, for 45 min at 37°C. The collagenase A solution was replaced with 10 ml cold FACS buffer (PBS, 2% fetal bovine serum and 25 mM HEPES), and the EBs were passed through a 70‐μm cell strainer and then washed with 10 ml cold FACS buffer. The cells were stained with APC‐conjugated anti‐CD31 antibodies (17‐0311, eBioscience, 1:100) including an anti‐mouse CD16/CD32 Fc block (553142, BD Biosciences, 1:100), all diluted in FACS buffer and incubated for 20 min at 4°C. FACS was performed using a FACS Aria III cytometer. All data were analyzed with FlowJo v10.0.8r1.

### Gene expression analysis

Total RNA of tumors, isolated mammary epithelial cells, and tumor endothelial cells were prepared using the RNeasy Mini Kit (Qiagen), according to the manufacturer's instructions. cDNA synthesis was performed using the iScript cDNA synthesis kit (Bio‐Rad). RT‐qPCR analyses were carried out according to the manufacturer's instructions. Values were normalized by the expression of housekeeping genes as previously described (Uribesalgo *et al*, 2011).

### Short hairpin RNA and primer sequences

The 22mer sequences are as follows:

*Apln* shRNA (MirE.2038), 5′‐TAAGTGAATATCGAGCTTCTGT‐3′;
*Aplnr* shRNA (MirE.2029), 5′‐TTGAAAGATACAGAGCTCCTGG‐3′.

Primer sequences for RT‐qPCR analysis are as follows:

*Apln* forward primer: 5′‐GCTCTGGCTCTCCTTGACTG‐3′;
*Apln* reverse primer: 5′‐CTCGAAGTTCTGGGCTTCAC‐3′;
*Aplnr* forward primer 5′‐GAGTTTGACTGGCCTTTTGG‐3′;
*Aplnr* reverse primer 5′‐GGTATCGGTCAAAGCTGAGG‐3′;
*PUM1* forward primer 5′‐TGTGGTCCAGAAGATGATCG‐3′
*PUM1* reverse primer 5′‐GGATGTGCTTGCCATAGGTG‐3′;
*bActin* forward primer 5′‐CGGTTCCGATGCCCTGAGGCTCTT‐3′;
*bActin* reverse primer 5′‐CGTCACACTTCATGATGGAATTGA‐3′.

### RNA‐Seq data analysis

Full RNA was isolated from sorted tumor endothelial cells (TEC) and prepared as described by Picelli *et al* (2014), with the following changes: Cells were sorted in 4 μl lysis buffer, to which oligo‐dT and dNTP were added. For Tagmentation, in‐house produced Tn5 was used. PolyA‐mRNA was isolated from endothelial cells FACS‐sorted from sprouting vessels (ES) in the presence or absence of Apelin. Both generated libraries were sequenced by 50‐bp single‐end Illumina mRNA sequencing. Reads were aligned using star v2.5.0a (ES) or v2.6c (TEC) in 2‐pass mode, TPM estimation was performed with RSEM v1.2.25 (ES) or v1.2.28 (TEC), aligned reads were counted with HTSeq v0.6.1p1 (ES) or featurecounts subread v1.6.2 (TEC), and differential expression analysis was performed with DESeq2 v1.10.1 (ES) or v1.18.1 (TEC). Gene sets with significant enrichment were selected based on a false discovery rate (FDR) q value cutoff of 5%. Heatmaps show scaled log2 gene expression values (log2(TPM + 1)) for differentially expressed genes (*P*adj < 0.05 and absLog2(Foldchange) > 1, DESeq2 v1.10.1 or v1.18.1). Differentially expressed gene lists were analyzed for the enrichment of canonical pathways using IPA (ingenuity pathways analysis; Ingenuity Systems, http://www.ingenuity.com) where the effect directionality is estimated based on the provided logarithmic fold change values for the compared groups (DESeq2). GO analysis was performed with the online DAVID software.

### ELISA assays

Quantikine VEGF ELISA (DVE00, R&D Systems) and Apelin‐36 ELISA (EKE‐057‐15, Phoenix Pharmaceuticals) kits were used. Sample preparation, standard curve generation, and measurement of samples in duplicates were performed according to the guidelines of the manufacturer.

### Human database analysis

To analyze the prognostic value of Apelin in human cancer, we performed unbiased meta‐analysis of publicly available cancer microarray datasets with clinical annotation. For breast cancer, patient cohorts of 664 samples (distant metastasis‐free survival) and 1,764 samples (relapse‐free survival) were analyzed using the online survival analysis tool Kaplan–Meier Plotter (Győrffy *et al*, 2013; probe 222856_at); the data set GSE6532‐GPL570 from the PrognoScan database was also analyzed (Mizuno *et al*, 2009). For lung cancer, a patient cohort of 1,145 samples from the Kaplan–Meier Plotter was analyzed (probe 222856_at) (Györffy *et al*, 2013).

### Statistics

Values are given as means ± standard error of the mean (SEM) unless otherwise stated. For tumor experiments, only mice that developed tumors were included in the analysis. Mice were allocated to experimental groups on the basis of their genotype and randomized within the given group. Sample sizes were typically between *n* = 3–6 samples per group and at least *n* = 7–8 for survival curves. For animal studies, the investigator was typically blinded toward the genotype, but not the treatment group. Single comparisons were analyzed by two‐tailed Student's *t*‐test or Mann–Whitney test in non‐normally distributed data; multiple comparisons were analyzed by one‐way ANOVA, two‐way ANOVA, or Kruskal–Wallis test in non‐normally distributed data followed by *post hoc* tests for multiple comparisons. Normality was tested using the D'Agostino–Pearson test for *n* > 7; otherwise, Shapiro–Wilk was used. F test and Brown–Forsythe test were used to assess the equality of variances. For the Kaplan–Meier survival analysis, a log‐rank test was performed. *P*‐values are indicated in each figure legend. *P* < 0.05 was considered to indicate statistical significance. All exact *P*‐values are listed in the Appendix Table S1. Statistical analysis was performed using GraphPad Prism (GraphPad Software, San Diego, CA, USA).

## Author contributions

Conceptualization, IU and JMP; methodology, IU, DH, YZ, AK, JL, JB, VL, MN, RK, and KK; formal analysis, IU, DH, YZ, JL, JB, RAW, VL, and MN; investigation, IU, DH, BJH, YZ, AK, JL, JB, RAW, T‐PP, VL, RK, DS, LT, and LH; resources, SD, JZ, BD, MS, YC, and JMP; review and editing, IU, DH, and JMP; supervision, IU and JMP; funding acquisition, IU and JMP.

## Conflict of interest

The authors declare that they have no conflict of interest.

**The paper explained**

**Problem**

Depriving tumors of nutrients and oxygen by inhibiting angiogenesis (the growth of new blood vessels) using anti‐angiogenic therapies is often accompanied by aberrant alteration of blood vessels and local hypoxia, which can contribute to tumor progression and increased metastasis. Existing anti‐angiogenic therapies have shown limited success in the clinic.

**Results**

In this study, we show that depriving the tumor of the angiogenic molecule Apelin reduces tumor growth without increasing metastasis. Apelin inhibition blocks angiogenesis, but at the same time results in a better functionality of the remaining intra‐tumoral blood vessels. In both breast and lung cancer, we found that the combination of Apelin inhibition with sunitinib, an anti‐angiogenic therapy used in patients, resulted in potent reduction of tumor growth and angiogenesis. Sunitinib single therapy is often accompanied by hypoxia, tumor progression, and increased metastasis. Importantly, combining Apelin inhibition with sunitinib did not increase hypoxia and led to a reduction in metastatic burden.

**Impact**

These results identify Apelin as a druggable target for anti‐angiogenic therapy in breast and lung cancer, but potentially also other tumor types. Further, our data indicate that Apelin inhibition can potentially prevent the negative consequences of current anti‐angiogenic treatments and thus might provide a clinically useful target for combination therapies with other anti‐angiogenic treatments.

## For more information

(i) https://www.uniprot.org/uniprot/Q9ULZ1

(ii) http://www.informatics.jax.org/marker/MGI:1353624

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Movie EV1 Click here for additional data file.

Source Data for Expanded View and Appendix Click here for additional data file.

Review Process File Click here for additional data file.

Source Data for Figure 1 Click here for additional data file.

Source Data for Figure 3 Click here for additional data file.

Source Data for Figure 6 Click here for additional data file.

## Data Availability

The datasets produced in this study are available in the following databases: RNA‐Seq: Gene Expression Omnibus GSE100293 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE100293)

## References

[emmm201809266-bib-0001] Allen E , Jabouille A , Rivera LB , Lodewijckx I , Missiaen R , Steri V , Feyen K , Tawney J , Hanahan D , Michael IP *et al* (2017) Combined antiangiogenic and anti‐PD‐L1 therapy stimulates tumor immunity through HEV formation. Sci Transl Med 9: eaak9679 2840486610.1126/scitranslmed.aak9679PMC5554432

[emmm201809266-bib-0002] Bergers G , Hanahan D (2008) Modes of resistance to anti‐angiogenic therapy. Nat Rev Cancer 8: 592–603 1865083510.1038/nrc2442PMC2874834

[emmm201809266-bib-0003] Berta J , Kenessey I , Dobos J , Tovari J , Klepetko W , Jan Ankersmit H , Hegedus B , Renyi‐Vamos F , Varga J , Lorincz Z *et al* (2010) Apelin expression in human non‐small cell lung cancer: role in angiogenesis and prognosis. J Thorac Oncol 5: 1120–1129 2058170710.1097/JTO.0b013e3181e2c1ff

[emmm201809266-bib-0004] Binsfeld M , Muller J , Lamour V , De Veirman K , De Raeve H , Bellahcène A , Van Valckenborgh E , Baron F , Beguin Y , Caers J *et al* (2016) Granulocytic myeloid‐derived suppressor cells promote angiogenesis in the context of multiple myeloma. Oncotarget 7: 37931–37943 2717732810.18632/oncotarget.9270PMC5122361

[emmm201809266-bib-0005] Boxerman JL , Schmainda KM , Weisskoff RM (2006) Relative cerebral blood volume maps corrected for contrast agent extravasation significantly correlate with glioma tumor grade, whereas uncorrected maps do not. AJNR Am J Neuroradiol 27: 859–867 16611779PMC8134002

[emmm201809266-bib-0006] Brown JL , Cao ZA , Pinzon‐Ortiz M , Kendrew J , Reimer C , Wen S , Zhou JQ , Tabrizi M , Emery S , McDermott B *et al* (2010) A human monoclonal anti‐ANG2 antibody leads to broad antitumor activity in combination with VEGF inhibitors and chemotherapy agents in preclinical models. Mol Cancer Ther 9: 145–156 2005377610.1158/1535-7163.MCT-09-0554

[emmm201809266-bib-0007] Cao Y , Arbiser J , D'Amato RJ , D'Amore PA , Ingber DE , Kerbel R , Klagsbrun M , Lim S , Moses MA , Zetter B *et al* (2011) Forty‐year journey of angiogenesis translational research. Sci Transl Med 3: 114rv3 10.1126/scitranslmed.3003149PMC826559822190240

[emmm201809266-bib-0008] Cardiff RD , Anver MR , Gusterson BA , Hennighausen L , Jensen RA , Merino MJ , Rehm S , Russo J , Tavassoli FA , Wakefield LM *et al* (2000) The mammary pathology of genetically engineered mice: the consensus report and recommendations from the Annapolis meeting. Oncogene 19: 968–988 1071368010.1038/sj.onc.1203277

[emmm201809266-bib-0009] Carmeliet P , Jain RK (2011a) Molecular mechanisms and clinical applications of angiogenesis. Nature 473: 298–307 2159386210.1038/nature10144PMC4049445

[emmm201809266-bib-0010] Carmeliet P , Jain RK (2011b) Principles and mechanisms of vessel normalization for cancer and other angiogenic diseases. Nat Rev Drug Discov 10: 417–427 2162929210.1038/nrd3455

[emmm201809266-bib-0011] Casanovas O , Hicklin DJ , Bergers G , Hanahan D (2005) Drug resistance by evasion of antiangiogenic targeting of VEGF signaling in late‐stage pancreatic islet tumors. Cancer Cell 8: 299–309 1622670510.1016/j.ccr.2005.09.005

[emmm201809266-bib-0012] Condamine T , Ramachandran I , Youn J‐I , Gabrilovich DI (2015) Regulation of tumor metastasis by myeloid‐derived suppressor cells. Annu Rev Med 66: 97–110 2534101210.1146/annurev-med-051013-052304PMC4324727

[emmm201809266-bib-0013] Cox CM , D'Agostino SL , Miller MK , Heimark RL , Krieg PA (2006) Apelin, the ligand for the endothelial G‐protein‐coupled receptor, APJ, is a potent angiogenic factor required for normal vascular development of the frog embryo. Dev Biol 296: 177–189 1675082210.1016/j.ydbio.2006.04.452

[emmm201809266-bib-0014] van Diest PJ , van der Wall E , Baak JPA (2004) Prognostic value of proliferation in invasive breast cancer: a review. J Clin Pathol 57: 675–681 1522035610.1136/jcp.2003.010777PMC1770351

[emmm201809266-bib-0015] DuPage M , Dooley AL , Jacks T (2009) Conditional mouse lung cancer models using adenoviral or lentiviral delivery of Cre recombinase. Nat Protoc 4: 1064–1072 1956158910.1038/nprot.2009.95PMC2757265

[emmm201809266-bib-0016] Ebos JML , Lee CR , Cruz‐Munoz W , Bjarnason GA , Christensen JG , Kerbel RS (2009) Accelerated metastasis after short‐term treatment with a potent inhibitor of tumor angiogenesis. Cancer Cell 15: 232–239 1924968110.1016/j.ccr.2009.01.021PMC4540346

[emmm201809266-bib-0017] Elling U , Taubenschmid J , Wirnsberger G , O'Malley R , Demers S‐P , Vanhaelen Q , Shukalyuk AI , Schmauss G , Schramek D , Schnuetgen F *et al* (2011) Forward and reverse genetics through derivation of haploid mouse embryonic stem cells. Cell Stem Cell 9: 563–574 2213693110.1016/j.stem.2011.10.012PMC4008724

[emmm201809266-bib-0018] Elling U , Wimmer RA , Leibbrandt A , Burkard T , Michlits G , Leopoldi A , Micheler T , Abdeen D , Zhuk S , Aspalter IM *et al* (2017) A reversible haploid mouse embryonic stem cell biobank resource for functional genomics. Nature 550: 114–118 2895387410.1038/nature24027PMC6235111

[emmm201809266-bib-0019] Ewens A , Mihich E , Ehrke MJ (2005) Distant metastasis from subcutaneously grown E0771 medullary breast adenocarcinoma. Anticancer Res 25: 3905–3915 16312045

[emmm201809266-bib-0020] Fan X , Zhou N , Zhang X , Mukhtar M , Lu Z , Fang J , DuBois GC , Pomerantz RJ (2003) Structural and functional study of the apelin‐13 peptide, an endogenous ligand of the HIV‐1 coreceptor, APJ. Biochemistry 42: 10163–10168 1293914310.1021/bi030049s

[emmm201809266-bib-0021] Gabrilovich DI (2017) Myeloid‐derived suppressor cells. Cancer Immunol Res 5: 3–8 2805299110.1158/2326-6066.CIR-16-0297PMC5426480

[emmm201809266-bib-0500] Györffy B , Lanczky A , Eklund AC , Denkert C , Budczies J , Li Q , Szallasi Z (2010) An online survival analysis tool to rapidly assess the effect of 22,277 genes on breast cancer prognosis using microarray data of 1809 patients. Breast Cancer Res Treatment 123: 725‐731 10.1007/s10549-009-0674-920020197

[emmm201809266-bib-0022] Győrffy B , Surowiak P , Budczies J , Lánczky A (2013) Online survival analysis software to assess the prognostic value of biomarkers using transcriptomic data in non‐small‐cell lung cancer. PLoS One 8: e82241 2436750710.1371/journal.pone.0082241PMC3867325

[emmm201809266-bib-0023] Hanahan D , Weinberg RA (2011) Hallmarks of cancer: the next generation. Cell 144: 646–674 2137623010.1016/j.cell.2011.02.013

[emmm201809266-bib-0024] Harford‐Wright E , Andre‐Gregoire G , Jacobs KA , Treps L , Le Gonidec S , Leclair HM , Gonzalez‐Diest S , Roux Q , Guillonneau F , Loussouarn D *et al* (2017) Pharmacological targeting of apelin impairs glioblastoma growth. Brain 140: 2939–2954 2905379110.1093/brain/awx253PMC5841205

[emmm201809266-bib-0025] Heo K , Kim YH , Sung HJ , Li HY , Yoo CW , Kim JY , Park JY , Lee UL , Nam BH , Kim EO *et al* (2012) Hypoxia‐induced up‐regulation of apelin is associated with a poor prognosis in oral squamous cell carcinoma patients. Oral Oncol 48: 500–506 2228585810.1016/j.oraloncology.2011.12.015

[emmm201809266-bib-0026] Jackson EL (2001) Analysis of lung tumor initiation and progression using conditional expression of oncogenic K‐ras. Genes Dev 15: 3243–3248 1175163010.1101/gad.943001PMC312845

[emmm201809266-bib-0027] Jackson EL , Olive KP , Tuveson DA , Bronson R , Crowley D , Brown M , Jacks T (2005) The differential effects of mutant p53 alleles on advanced murine lung cancer. Can Res 65: 10280–10288 10.1158/0008-5472.CAN-05-219316288016

[emmm201809266-bib-0028] Jain RK (2001) Normalizing tumor vasculature with anti‐angiogenic therapy: a new paradigm for combination therapy. Nat Med 7: 987–989 1153369210.1038/nm0901-987

[emmm201809266-bib-0029] Jain RK (2005) Normalization of tumor vasculature: an emerging concept in antiangiogenic therapy. Science 307: 58–62 1563726210.1126/science.1104819

[emmm201809266-bib-0030] Jain RK (2014) Antiangiogenesis strategies revisited: from starving tumors to alleviating hypoxia. Cancer Cell 26: 605–622 2551774710.1016/j.ccell.2014.10.006PMC4269830

[emmm201809266-bib-0031] Jakobsson L , Franco CA , Bentley K , Collins RT , Ponsioen B , Aspalter IM , Rosewell I , Busse M , Thurston G , Medvinsky A *et al* (2010) Endothelial cells dynamically compete for the tip cell position during angiogenic sprouting. Nat Cell Biol 12: 943–953 2087160110.1038/ncb2103

[emmm201809266-bib-0032] Jayson GC , Kerbel R , Ellis LM , Harris AL (2016) Antiangiogenic therapy in oncology: current status and future directions. Lancet 388: 518–529 2685358710.1016/S0140-6736(15)01088-0

[emmm201809266-bib-0033] Kälin RE , Kretz MP , Meyer AM , Kispert A , Heppner FL , Brändli AW (2007) Paracrine and autocrine mechanisms of apelin signaling govern embryonic and tumor angiogenesis. Dev Biol 305: 599–614 1741231810.1016/j.ydbio.2007.03.004

[emmm201809266-bib-0034] Kasai A , Shintani N , Oda M , Kakuda M , Hashimoto H , Matsuda T , Hinuma S , Baba A (2004) Apelin is a novel angiogenic factor in retinal endothelial cells. Biochem Biophys Res Comm 325: 395–400 1553040510.1016/j.bbrc.2004.10.042

[emmm201809266-bib-0035] Kasai A , Ishimaru Y , Kinjo T , Satooka T , Matsumoto N , Yoshioka Y , Yamamuro A , Gomi F , Shintani N , Baba A *et al* (2010) Apelin is a crucial factor for hypoxia‐induced retinal angiogenesis. Arterioscler Thromb Vasc Biol 30: 2182–2187 2070592010.1161/ATVBAHA.110.209775

[emmm201809266-bib-0036] Kidoya H , Ueno M , Yamada Y , Mochizuki N , Nakata M , Yano T , Fujii R , Takakura N (2008) Spatial and temporal role of the apelin/APJ system in the caliber size regulation of blood vessels during angiogenesis. EMBO J 27: 522–534 1820004410.1038/sj.emboj.7601982PMC2241654

[emmm201809266-bib-0037] Kidoya H , Takakura N (2012) Biology of the apelin‐APJ axis in vascular formation. J Biochem 152: 125–131 2274515710.1093/jb/mvs071

[emmm201809266-bib-0038] Kienast Y , Klein C , Scheuer W , Raemsch R , Lorenzon E , Bernicke D , Herting F , Yu S , The HH , Martarello L *et al* (2013) Ang‐2‐VEGF‐A CrossMab, a novel bispecific human IgG1 antibody blocking VEGF‐A and Ang‐2 functions simultaneously, mediates potent antitumor, antiangiogenic, and antimetastatic efficacy. Clin Cancer Res 19: 6730–6740 2409786810.1158/1078-0432.CCR-13-0081

[emmm201809266-bib-0039] Kim S , Ding W , Zhang L , Tian W , Chen S (2014) Clinical response to sunitinib as a multitargeted tyrosine‐kinase inhibitor (TKI) in solid cancers: a review of clinical trials. Onco Targets Ther 7: 719–728 2487271310.2147/OTT.S61388PMC4026584

[emmm201809266-bib-0040] Koh YJ , Kim H‐Z , Hwang S‐I , Lee JE , Oh N , Jung K , Kim M , Kim KE , Kim H , Lim N‐K *et al* (2010) Double antiangiogenic protein, DAAP, targeting VEGF‐A and angiopoietins in tumor angiogenesis, metastasis, and vascular leakage. Cancer Cell 18: 171–184 2070815810.1016/j.ccr.2010.07.001

[emmm201809266-bib-0041] Kuba K , Zhang L , Imai Y , Arab S , Chen M , Maekawa Y , Leschnik M , Leibbrandt A , Markovic M , Schwaighofer J *et al* (2007) Impaired heart contractility in Apelin gene deficient mice associated with aging and pressure overload. Circ Res 101: e32–e42 1767366810.1161/CIRCRESAHA.107.158659

[emmm201809266-bib-0042] Lee DK , Saldivia VR , Nguyen T , Cheng R , George SR , O'Dowd BF (2005) Modification of the terminal residue of apelin‐13 antagonizes its hypotensive action. Endocrinology 146: 231–236 1548622410.1210/en.2004-0359

[emmm201809266-bib-0043] Leite de Oliveira R , Deschoemaeker S , Henze A‐T , Debackere K , Finisguerra V , Takeda Y , Roncal C , Dettori D , Tack E , Jönsson Y *et al* (2012) Gene‐targeting of Phd2 improves tumor response to chemotherapy and prevents side‐toxicity. Cancer Cell 22: 263–277 2289785510.1016/j.ccr.2012.06.028

[emmm201809266-bib-0044] Liu Q , Hu T , He L , Huang X , Tian X , Zhang H , He L , Pu W , Zhang L , Sun H *et al* (2015) Genetic targeting of sprouting angiogenesis using Apln‐CreER. Nat Commun 6: 6020 2559728010.1038/ncomms7020PMC4309445

[emmm201809266-bib-0045] Loo JM , Scherl A , Nguyen A , Man FY , Weinberg E , Zeng Z , Saltz L , Paty PB , Tavazoie SF (2015) Extracellular metabolic energetics can promote cancer progression. Cell 160: 393–406 2560146110.1016/j.cell.2014.12.018PMC4312495

[emmm201809266-bib-0046] Lucchini F , Sacco MG , Hu N , Villa A , Brown J , Cesano L , Mangiarini L , Rindi G , Kindl S , Sessa F (1992) Early and multifocal tumors in breast, salivary, harderian and epididymal tissues developed in MMTY‐Neu transgenic mice. Cancer Lett 64: 203–209 132223510.1016/0304-3835(92)90044-v

[emmm201809266-bib-0047] Macaluso NJM , Pitkin SL , Maguire JJ , Davenport AP , Glen RC (2011) Discovery of a competitive apelin receptor (APJ) antagonist. ChemMedChem 6: 1017–1023 2156024810.1002/cmdc.201100069

[emmm201809266-bib-0048] Maes H , Kuchnio A , Peric A , Moens S , Nys K , De Bock K , Quaegebeur A , Schoors S , Georgiadou M , Wouters J *et al* (2014) Tumor vessel normalization by chloroquine independent of autophagy. Cancer Cell 26: 190–206 2511770910.1016/j.ccr.2014.06.025

[emmm201809266-bib-0049] Marvel D , Gabrilovich DI (2015) Myeloid‐derived suppressor cells in the tumor microenvironment: expect the unexpected. J Clin Invest 125: 3356–3364 2616821510.1172/JCI80005PMC4588239

[emmm201809266-bib-0050] Mastrella G , Hou M , Li M , Stoecklein VM , Zdouc N , Volmar MNM , Miletic H , Reinhard S , Herold‐Mende CC , Kleber S *et al* (2019) Targeting APLN/APLNR improves antiangiogenic efficiency and blunts pro‐invasive side effects of VEGFA/VEGFR2 blockade in glioblastoma. Can Res 79: 2298–2313 10.1158/0008-5472.CAN-18-088130718358

[emmm201809266-bib-0051] Mauceri HJ , Hanna NN , Beckett MA , Gorski DH , Staba MJ , Stellato KA , Bigelow K , Heimann R , Gately S , Dhanabal M *et al* (1998) Combined effects of angiostatin and ionizing radiation in antitumour therapy. Nature 394: 287–291 968516010.1038/28412

[emmm201809266-bib-0052] Mazzone M , Dettori D , Leite de Oliveira R , Loges S , Schmidt T , Jonckx B , Tian Y‐M , Lanahan AA , Pollard P , Ruiz de Almodovar C *et al* (2009) Heterozygous deficiency of PHD2 restores tumor oxygenation and inhibits metastasis via endothelial normalization. Cell 136: 839–851 1921715010.1016/j.cell.2009.01.020PMC4037868

[emmm201809266-bib-0053] Medhurst AD , Jennings CA , Robbins MJ , Davis RP , Ellis C , Winborn KY , Lawrie KWM , Hervieu G , Riley G , Bolaky JE *et al* (2003) Pharmacological and immunohistochemical characterization of the APJ receptor and its endogenous ligand apelin. J Neurochem 84: 1162–1172 1260383910.1046/j.1471-4159.2003.01587.x

[emmm201809266-bib-0054] Mizuno H , Kitada K , Nakai K , Sarai A (2009) PrognoScan: a new database for meta‐analysis of the prognostic value of genes. BMC Med Genomics 2: 18 1939309710.1186/1755-8794-2-18PMC2689870

[emmm201809266-bib-0055] Muller WJ , Sinn E , Pattengale PK , Wallace R , Leder P (1988) Single‐step induction of mammary adenocarcinoma in transgenic mice bearing the activated c‐neu oncogene. Cell 54: 105–115 289829910.1016/0092-8674(88)90184-5

[emmm201809266-bib-0056] Olive PL , Aquino‐Parsons C , MacPhail SH , Liao SY , Raleigh JA , Lerman MI , Stanbridge EJ (2001) Carbonic anhydrase 9 as an endogenous marker for hypoxic cells in cervical cancer. Can Res 61: 8924–8929 11751418

[emmm201809266-bib-0057] Pàez‐Ribes M , Allen E , Hudock J , Takeda T , Okuyama H , Viñals F , Inoue M , Bergers G , Hanahan D , Casanovas O (2009) Antiangiogenic therapy elicits malignant progression of tumors to increased local invasion and distant metastasis. Cancer Cell 15: 220–231 1924968010.1016/j.ccr.2009.01.027PMC2874829

[emmm201809266-bib-0058] Park J‐S , Kim I‐K , Han S , Park I , Kim C , Bae J , Oh SJ , Lee S , Kim JH , Woo D‐C *et al* (2017) Normalization of tumor vessels by Tie2 activation and Ang2 inhibition enhances drug delivery and produces a favorable tumor microenvironment. Cancer Cell 31: 157–158 2807300110.1016/j.ccell.2016.12.009

[emmm201809266-bib-0059] Pauli A , Norris ML , Valen E , Chew G‐L , Gagnon JA , Zimmerman S , Mitchell A , Ma J , Dubrulle J , Reyon D *et al* (2014) Toddler: an embryonic signal that promotes cell movement via Apelin receptors. Science 343: 1248636 2440748110.1126/science.1248636PMC4107353

[emmm201809266-bib-0060] Picelli S , Faridani OR , Björklund AK , Winberg G , Sagasser S , Sandberg R (2014) Full‐length RNA‐seq from single cells using Smart‐seq2. Nat Protoc 9: 171–181 2438514710.1038/nprot.2014.006

[emmm201809266-bib-0061] Potente M , Gerhardt H , Carmeliet P (2011) Basic and therapeutic aspects of angiogenesis. Cell 146: 873–887 2192531310.1016/j.cell.2011.08.039

[emmm201809266-bib-0062] Rigamonti N , Kadioglu E , Keklikoglou I , Wyser Rmili C , Leow CC , De Palma M (2014) Role of angiopoietin‐2 in adaptive tumor resistance to VEGF signaling blockade. Cell Rep 8: 696–706 2508841810.1016/j.celrep.2014.06.059

[emmm201809266-bib-0063] Rivera LB , Bergers G (2015) CANCER. Tumor angiogenesis, from foe to friend. Science 349: 694–695 2627304410.1126/science.aad0862

[emmm201809266-bib-0064] Rock EP , Goodman V , Jiang JX , Mahjoob K , Verbois SL , Morse D , Dagher R , Justice R , Pazdur R (2007) Food and Drug Administration drug approval summary: Sunitinib malate for the treatment of gastrointestinal stromal tumor and advanced renal cell carcinoma. Oncologist 12: 107–113 1722790510.1634/theoncologist.12-1-107

[emmm201809266-bib-0065] Rudmann D , Cardiff R , Chouinard L , Goodman D , Küttler K , Marxfeld H , Molinolo A , Treumann S , Yoshizawa K , INHAND Mammary, Zymbal's, Preputial, and Clitoral Gland Organ Working Group (2012) Proliferative and nonproliferative lesions of the rat and mouse mammary, Zymbal's, preputial, and clitoral glands. Toxicol Pathol 40: 7S–39S 10.1177/019262331245424222949413

[emmm201809266-bib-0066] Saint‐Geniez M , Masri B , Malecaze F , Knibiehler B , Audigier Y (2002) Expression of the murine msr/apj receptor and its ligand apelin is upregulated during formation of the retinal vessels. Mech Dev 110: 183–186 1174438010.1016/s0925-4773(01)00558-5

[emmm201809266-bib-0067] Schmittnaegel M , Rigamonti N , Kadioglu E , Cassará A , Wyser Rmili C , Kiialainen A , Kienast Y , Mueller H‐J , Ooi C‐H , Laoui D *et al* (2017) Dual angiopoietin‐2 and VEGFA inhibition elicits antitumor immunity that is enhanced by PD‐1 checkpoint blockade. Sci Transl Med 9: eaak9670 2840486510.1126/scitranslmed.aak9670

[emmm201809266-bib-0068] Scholz A , Harter PN , Cremer S , Yalcin BH , Gurnik S , Yamaji M , Di Tacchio M , Sommer K , Baumgarten P , Bähr O *et al* (2016) Endothelial cell‐derived angiopoietin‐2 is a therapeutic target in treatment‐naive and bevacizumab‐resistant glioblastoma. EMBO Mol Med 8: 39–57 2666626910.15252/emmm.201505505PMC4718155

[emmm201809266-bib-0069] Seaman S , Stevens J , Yang MY , Logsdon D , Graff‐Cherry C , St Croix B (2007) Genes that distinguish physiological and pathological angiogenesis. Cancer Cell 11: 539–554 1756033510.1016/j.ccr.2007.04.017PMC2039723

[emmm201809266-bib-0070] Singh M , Couto SS , Forrest WF , Lima A , Cheng JH , Molina R , Long JE , Hamilton P , McNutt A , Kasman I *et al* (2012) Anti‐VEGF antibody therapy does not promote metastasis in genetically engineered mouse tumour models. J Pathol 227: 417–430 2261103610.1002/path.4053

[emmm201809266-bib-0071] Sorli SC , Le Gonidec S , Knibiehler B , Audigier Y (2007) Apelin is a potent activator of tumour neoangiogenesis. Oncogene 26: 7692–7699 1756374410.1038/sj.onc.1210573

[emmm201809266-bib-0072] Tatemoto K , Hosoya M , Habata Y , Fujii R , Kakegawa T , Zou MX , Kawamata Y , Fukusumi S , Hinuma S , Kitada C *et al* (1998) Isolation and characterization of a novel endogenous peptide ligand for the human APJ receptor. Biochem Biophys Res Comm 251: 471–476 979279810.1006/bbrc.1998.9489

[emmm201809266-bib-0073] del Toro R , Prahst C , Mathivet T , Siegfried G , Kaminker JS , Larrivee B , Breant C , Duarte A , Takakura N , Fukamizu A *et al* (2010) Identification and functional analysis of endothelial tip cell‐enriched genes. Blood 116: 4025–4033 2070575610.1182/blood-2010-02-270819PMC4314527

[emmm201809266-bib-0074] Uribesalgo I , Buschbeck M , Gutiérrez A , Teichmann S , Demajo S , Kuebler B , Nomdedéu JF , Martín‐Caballero J , Roma G , Benitah SA *et al* (2011) E‐box‐independent regulation of transcription and differentiation by MYC. Nat Cell Biol 13: 1443–1449 2202043910.1038/ncb2355

[emmm201809266-bib-0075] Varia MA , Calkins‐Adams DP , Rinker LH , Kennedy AS , Novotny DB , Fowler WC , Raleigh JA (1998) Pimonidazole: a novel hypoxia marker for complementary study of tumor hypoxia and cell proliferation in cervical carcinoma. Gynecol Oncol 71: 270–277 982647110.1006/gyno.1998.5163

[emmm201809266-bib-0076] Wang Z , Greeley GH Jr , Qiu S (2007) Immunohistochemical localization of apelin in human normal breast and breast carcinoma. J Mol Histol 39: 121–124 1782384610.1007/s10735-007-9135-0

[emmm201809266-bib-0077] de Wilde RF , Edil BH , Hruban RH , Maitra A (2012) Well‐differentiated pancreatic neuroendocrine tumors: from genetics to therapy. Nat Rev Gastroenterol Hepatol 9: 199–208 2231091710.1038/nrgastro.2012.9PMC3544293

[emmm201809266-bib-0078] Yang J , Yan J , Liu B (2018) Targeting VEGF/VEGFR to modulate antitumor immunity. Front Immunol 9: 978 2977403410.3389/fimmu.2018.00978PMC5943566

[emmm201809266-bib-0079] Zuurbier L , Rahman A , Cordes M , Scheick J , Wong TJ , Rustenburg F , Joseph JC , Dynoodt P , Casey R , Drillenburg P *et al* (2017) Apelin: a putative novel predictive biomarker for bevacizumab response in colorectal cancer. Oncotarget 8: 42949–42961 2848748910.18632/oncotarget.17306PMC5522118

# Supplementary material for: Apelin inhibition prevents resistance and metastasis associated with anti‐angiogenic therapy
**Source:** EMBO Mol Med. 2019 Jun 24;11(8):e9266. doi: 10.15252/emmm.201809266
**Supplement:** Supplementary file 4 — Source Data for Expanded View and Appendix

| Appendix Figure S2A                             |                                                 |                                                             |                                                             |
|-------------------------------------------------|-------------------------------------------------|-------------------------------------------------------------|-------------------------------------------------------------|
| Survival after tumor induction [d]              |                                                 |                                                             |                                                             |
| p53 <sup>fl/fl</sup> ;KRas;Apln <sup>+/-y</sup> | p53 <sup>fl/fl</sup> ;KRas;Apln <sup>-/-y</sup> | p53 <sup>fl/fl</sup> ;KRas;Apln <sup>+/-y</sup> + Sunitinib | p53 <sup>fl/fl</sup> ;KRas;Apln <sup>-/-y</sup> + Sunitinib |
| 98                                              | 129                                             | 121                                                         | 138                                                         |
| 129                                             | 108                                             | 115                                                         | 125                                                         |
| 103                                             | 104                                             | 128                                                         | 179                                                         |
| 100                                             | 131                                             | 125                                                         | 193                                                         |
| 111                                             | 143                                             | 139                                                         | 167                                                         |
| 73                                              | 123                                             | 135                                                         | 137                                                         |
| 92                                              | 130                                             | 145                                                         | 146                                                         |
| 121                                             | 152                                             | 178                                                         | 146                                                         |
| 111                                             | 116                                             | 156                                                         | 161                                                         |
| 103                                             | 121                                             | 122                                                         | 154                                                         |
| 115                                             | 142                                             | 132                                                         |                                                             |
|                                                 | 128                                             | 146                                                         |                                                             |

# Supplementary material for: Apelin inhibition prevents resistance and metastasis associated with anti‐angiogenic therapy
**Source:** EMBO Mol Med. 2019 Jun 24;11(8):e9266. doi: 10.15252/emmm.201809266
**Supplement:** Supplementary file 4 — Source Data for Expanded View and Appendix

| Figure EV1C              |                          |
|--------------------------|--------------------------|
| Survival after birth [d] |                          |
| NeuT;Apln <sup>+/+</sup> | NeuT;Apln <sup>-/-</sup> |
| 228                      | 192                      |
| 204                      | 288                      |
| 171                      | 165                      |
| 200                      | 283                      |
| 133                      | 234                      |
| 182                      | 151                      |
| 161                      | 199                      |
| 118                      | 226                      |
| 159                      | 240                      |
| 154                      | 151                      |
| 126                      | 172                      |
| 193                      | 245                      |
| 200                      | 231                      |
| 168                      | 213                      |
| 207                      | 185                      |
| 190                      | 110                      |
| 168                      | 192                      |
| 167                      | 199                      |
| 198                      | 262                      |
| 198                      | 193                      |
|                          | 191                      |
|                          | 206                      |
|                          | 206                      |
|                          | 244                      |

| Figure EV1F                        |                           |
|------------------------------------|---------------------------|
| Survival after tumor induction [d] |                           |
| Kras;Apln <sup>+/-y</sup>          | Kras;Apln <sup>-/-y</sup> |
| 97                                 | 243                       |
| 140                                | 258                       |
| 174                                | 275                       |
| 174                                | 304                       |
| 193                                |                           |
| 217                                |                           |

| Figure EV1G                                   |                                               |
|-----------------------------------------------|-----------------------------------------------|
| Survival after tumor induction [d]            |                                               |
| p53 <sup>+/+</sup> ;KRas;Apln <sup>+/-y</sup> | p53 <sup>+/+</sup> ;KRas;Apln <sup>-/-y</sup> |
| 98                                            | 129                                           |
| 129                                           | 108                                           |
| 103                                           | 104                                           |
| 100                                           | 131                                           |
| 111                                           | 143                                           |
| 73                                            | 123                                           |
| 92                                            | 130                                           |
|                                               | 152                                           |
|                                               | 116                                           |

# Supplementary material for: Apelin inhibition prevents resistance and metastasis associated with anti‐angiogenic therapy
**Source:** EMBO Mol Med. 2019 Jun 24;11(8):e9266. doi: 10.15252/emmm.201809266
**Supplement:** Supplementary file 6 — Source Data for Figure 1

| Figure 1A                      |                          |
|--------------------------------|--------------------------|
| Survival after tumor onset [d] |                          |
| NeuT;Apln <sup>+/+</sup>       | NeuT;Apln <sup>-/-</sup> |
| 40                             | 70                       |
| 70                             | 69                       |
| 80                             | 59                       |
| 54                             | 65                       |
| 54                             | 85                       |
| 60                             | 55                       |
| 30                             | 65                       |
| 66                             | 85                       |
| 33                             | 65                       |
| 43                             | 91                       |
| 46                             |                          |

# Supplementary material for: Apelin inhibition prevents resistance and metastasis associated with anti‐angiogenic therapy
**Source:** EMBO Mol Med. 2019 Jun 24;11(8):e9266. doi: 10.15252/emmm.201809266
**Supplement:** Supplementary file 7 — Source Data for Figure 3

| Figure 3A                            |                                      |                          |                          |
|--------------------------------------|--------------------------------------|--------------------------|--------------------------|
| Survival after tumor onset [d]       |                                      |                          |                          |
| NeuT;Apln <sup>+/+</sup> + Sunitinib | NeuT;Apln <sup>-/-</sup> + Sunitinib | NeuT;Apln <sup>+/+</sup> | NeuT;Apln <sup>-/-</sup> |
| 69                                   | 163                                  | 46                       | 41                       |
| 55                                   | 69                                   | 38                       | 55                       |
| 71                                   | 110                                  | 50                       | 55                       |
| 41                                   | 57                                   | 23                       | 132                      |
| 94                                   | 120                                  | 82                       | 45                       |
| 68                                   | 89                                   | 71                       | 86                       |
| 55                                   | 113                                  | 33                       | 65                       |
| 55                                   | 101                                  | 38                       | 80                       |
| 117                                  | 50                                   |                          | 101                      |
| 117                                  | 179                                  |                          | 99                       |
| 110                                  | 131                                  |                          | 81                       |
|                                      | 128                                  |                          |                          |

# Supplementary material for: Apelin inhibition prevents resistance and metastasis associated with anti‐angiogenic therapy
**Source:** EMBO Mol Med. 2019 Jun 24;11(8):e9266. doi: 10.15252/emmm.201809266
**Supplement:** Supplementary file 8 — Source Data for Figure 6

| Figure 6c                                           |          |
|-----------------------------------------------------|----------|
| Progression-free survival after sunitinib treatment |          |
| High APLN                                           | Low APLN |
| 102                                                 | 709      |
| 570                                                 | 463      |
| 133                                                 | 143      |
| 82                                                  | 379      |
| 629                                                 | 203      |
| 572                                                 | 1140     |
| 162                                                 | 540      |
| 462                                                 | 691      |
| 338                                                 | 708      |
| 706                                                 | 132      |
| 172                                                 | 240      |
| 460                                                 | 391      |
| 236                                                 | 222      |
| 748                                                 | 623      |
| 280                                                 | 456      |
| 158                                                 | 623      |
| 450                                                 | 660      |
| 138                                                 | 331      |
| 343                                                 | 846      |
| 799                                                 | 350      |
| 383                                                 | 120      |
| 160                                                 | 534      |
| 37                                                  | 154      |
| 83                                                  | 185      |
| 273                                                 | 674      |
| 116                                                 | 1257     |
| 525                                                 | 288      |
|                                                     | 793      |

| Figure 6d                                           |                     |                     |                      |
|-----------------------------------------------------|---------------------|---------------------|----------------------|
| Progression-free survival after sunitinib treatment |                     |                     |                      |
| Low APLN/ Low VEGF                                  | Low APLN/ High VEGF | High APLN/ Low VEGF | High APLN/ High VEGF |
| 222                                                 | 143                 | 450                 | 162                  |
| 456                                                 | 288                 | 160                 | 460                  |
| 240                                                 | 674                 | 280                 | 158                  |
| 534                                                 | 379                 | 338                 | 82                   |
| 623                                                 | 793                 | 383                 | 748                  |
| 691                                                 | 708                 | 138                 | 102                  |
| 1257                                                | 203                 | 116                 | 37                   |
| 1140                                                | 350                 | 572                 | 172                  |
| 540                                                 | 120                 | 525                 | 570                  |
| 846                                                 | 185                 | 343                 | 133                  |
| 660                                                 | 463                 | 273                 | 799                  |
| 623                                                 | 391                 | 462                 | 236                  |
|                                                     | 331                 | 83                  |                      |
|                                                     | 132                 | 629                 |                      |
|                                                     | 154                 | 706                 |                      |
|                                                     | 709                 |                     |                      |

How the deposited data were processed for this re-analysis (not part of the article)

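RNA-Seq was measured in 2 sets of mouse ECs. The first set was CD31+/CD105+ ECs, negative for CD45 and DAPI, sorted from E0771 mammary tumors at day 25. It had 3 libraries from Apln−/− mice bearing shApln tumors and 6 libraries from Apln+/+ mice bearing shRenilla tumors. The second set was CD31+ ECs sorted from sprouting EBs, with 2 libraries labelled Apln STOP and 2 labelled Apln GO. Groups and replicate numbers were taken from the sample labels and the paper's legends. The labels of the sprout libraries give the orientation of the gene trap, and the treatment with Apelin or DMSO was taken from the legends. The names STOP for sense and GO for antisense were taken from the paper's main text.

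For the tumor ECs, the authors aligned the reads with STAR in 2-pass mode, counted them per gene with featureCounts and deposited whole-number counts without normalization. For the sprout ECs, the authors aligned the reads with STAR and counted them with HTSeq, and deposited whole-number counts with 5 closing lines that tally unassigned reads. For the same sprout libraries the authors ran RSEM and deposited its expected counts and its TPM. Each library has its own file and none was pooled. Reads aligned to several places were left out by HTSeq and were shared out by RSEM, so genes with near-identical copies are less certain in the HTSeq counts. The paper's text names no genome build, so genes are given by symbol as listed and no coordinates are given.

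From these values, counts were normalized by the TMM method and tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr with its minimum count of 10, robust quasi-likelihood fit, Benjamini-Hochberg adjustment), in 1 fit per set of ECs. The thresholds were those of the paper's methods, an adjusted p of 0.05 and an absolute log2 fold change of 1. CPM (counts scaled to library size) were computed from the TMM-normalized library sizes, and means of marker genes were taken over log2(CPM + 1). The deposited TPM were used only to print Apln in each sprout library. Exact permutation tests were used for single comparisons among the tumor libraries. Gene lists were tested with Fisher's exact test against all tested genes, with the camera test of limma 3.58.1, and by the percentile of the list's median among 10000 random lists matched on mean expression. Each of these takes genes, and not libraries, as its units, and the camera test used its preset correlation between genes.

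The alternatives were the DESeq2 1.42.0 Wald test, which is the tool of the paper's methods in another version, DESeq2 size factors in edgeR, no filter on low counts, a mean of at least 10 counts per library, the replicate number as a block, no fold-change threshold, the camera test for the lists and each library left out in turn. Limma voom with sample quality weights was tried for the tumor ECs, and rounded RSEM expected counts and DESeq2 with shrunken fold changes for the sprout ECs. The pairing in the block comes from the replicate numbers in the sample labels, which the paper's methods do not describe as pairs. In the tumor ECs the block leaves Apelin wild-type replicates 4 to 6, which have no same-numbered partner, out of the contrast. The designs, the lists of genes and these alternatives were set before the data were examined. The block with crossed replicate numbers in the sprout ECs was added afterwards. The p-values of the camera test were adjusted over the 8 lists of each set of ECs, a step also added after the values were seen, and no direction of a list depends on it.

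The genes named in the text were chosen by a rule. They were each gene that the paper names for these experiments, with 8 genes of Fig EV3H named singly, and in each set of ECs the 5 decreased and 5 increased genes with the lowest p among those past the thresholds whose libraries did not overlap between groups. In tumor ECs only Apln met the latter condition. S100a8, S100a9 and Lgals1 are members of the granulocyte list that passed the thresholds only with DESeq2 or, for Lgals1, without the filter, and they were named after the values were seen. Sele, Selp, Icam1, Csf3 and Il6, the members of that list higher before adjustment, were also named afterwards, as was the marker gene Pdgfrb.

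The fits were tested on simulated counts drawn from the real libraries' means and sizes, with 200 genes changed by a known fold change. In the tumor design with 13073 genes, edgeR called 26.5% of genes changed by a log2 fold change of 2 and 68% of those changed by 4, and DESeq2 called 48% and 78.5%. In the same runs edgeR also called 3 and 5 unchanged genes, and DESeq2 called 46 and 61. With no gene changed, edgeR called 0 genes and DESeq2 called 23. In the sprout design with 14557 genes, edgeR called 84.5% and all of the changed genes, DESeq2 called 81.5% and 99.5%, and each called 8 genes with none changed. In the runs with changed genes, edgeR also called 17 and 19 unchanged genes, and DESeq2 called 22 and 20.

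Total counts per library lay between 4661044 and 14455093 in the tumor ECs and between 12327030 and 16804071 in the sprout ECs. The tumor libraries came from 100 cells each. The spread between replicates exceeded counting error in both sets of ECs and limits their precision, and its source was not tested. The gene sets of IPA and DAVID were not used here, and hand-written lists stood in for them. Patient data were not used here.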

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

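The counts of splits in the tumor ECs and the comparison of the 2 sets of ECs were set beforehand, and the other tests in this part, among them the splits of the sprout ECs, were chosen only after the result they concern was seen.

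In the Apelin wild-type tumor ECs, 6 of 30 measures had a library far from the other 5, where chance alone would give 1.5. Apelin wild-type replicate 2 stood apart for Inhba (43.8 CPM, others from 0.848 to 15.5), for Egfr (31.8 CPM, others from 0.183 to 5.94) and for the mean of fibroblast and pericyte marker genes, which was 7.55 on the log2(CPM + 1) scale against 2.70 to 3.86 in the others. Apelin wild-type replicate 3 stood apart for Ctnnb1 (826 CPM, others from 359 to 468) and Flt4 (309 CPM, others from 78.7 to 108). Apelin wild-type replicate 4 stood apart for the mean of leukocyte marker genes, at 5.81 against 2.56 to 3.23. A candidate explanation for replicate 2 is RNA from fibroblasts or pericytes among its sorted cells. Its depth was not unusual, since its total count was 1.03 times that of the next highest library of the group. No biological explanation was tested, since the design gives no condition that differs among these libraries, and contamination cannot be told apart from a difference between tumors.

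The genes of Fig EV3H changed differently in the 2 sets of ECs. Their median log2 fold change was −1.66 in the sprout ECs by library label and 0.26 in the tumor ECs. In a joint limma fit of 15762 genes, the difference between the 2 contrasts had a median of 1.82 over the 65 genes, positive for 62, with an adjusted p under 0.05 for 20. In the tumor ECs alone, the median difference between group means of log2 CPM, the measure used for the splits, was 0.28, and 9 of 84 splits of the libraries, the real one included, had a median at least as far from 0, so the rise there cannot be told from the spread between libraries. The list was drawn from the sprout libraries, which makes a larger value there likely by selection. The 2 sets also differ in tissue, protocol and the way Apelin was removed, and none of these was varied by itself.

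Apln also differed between the 2 sets, in the opposite direction, with a difference between the contrasts of −7.32 (adjusted p = 0.00150, limma). It was lower in all 3 Apelin-depleted tumor libraries, but not in the 2 libraries labelled STOP. A swap of one STOP and one GO library was tested as a candidate cause. With a trap that lowers the gene's total, a swap would leave 1 low and 1 high library under each label, but Apln differed by no more than 1.21 times between libraries of one label. The counting method was tested, and RSEM expected counts gave a log2 fold change of 0.23. The paper's methods place the trap between exons 1 and 2, so only exon 1 lies before it. If the trap ended the transcript there, exon 1 alone would have to make up for the counts of all later exons. The values are totals per gene, so this was not tested. A loss of the trap during differentiation also remains untested.

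A list of 6 pluripotency genes, which the paper does not report on, was higher in the libraries labelled STOP, with a median log2 fold change of 0.94 and a range from 0.73 to 1.28. The genes stood between 124 and 1444 CPM in single libraries, and 1 of the 6 passed the thresholds. In the same libraries 12 endothelial marker genes were lower, with a median of −1.96 and library means of 5.14 and 5.54 on the log2(CPM + 1) scale in STOP against 7.13 and 7.11 in GO. A candidate explanation is a smaller share of ECs among the sorted cells of the STOP libraries. If so, the genes of Fig EV3H would fall by no more than endothelial identity genes outside that figure. Their median minus that of 9 such marker genes was 0.21, so they did not fall further. A related candidate is CD31-positive cells that are not ECs. Pecam1, which encodes CD31, fell less than each of the other 11 endothelial markers, by a margin of 1.17 from their median of −1.97. With every library thinned to the shallowest total, 438 genes were still decreased, but the totals of the 2 labels overlapped, so this tests depth little. Gene length does not account for the pattern, since the 12 endothelial markers lay −2.04 and the 6 pluripotency genes 0.73 from random lists matched on length and expression. The Fig EV3H genes lay −1.65 from such lists, but they were selected for their change in these libraries, so that value cannot weigh gene length. The labels of one STOP and one GO library are unlikely to be swapped, since the endothelial mean of the lowest GO library exceeded that of the highest STOP library by 1.57. An exchange of the labels of both groups as a whole would leave that value as it is and was not tested. On the same scale, the mean of the pluripotency genes was 9.39 and 9.38 in STOP and 7.95 and 8.75 in GO libraries. It exceeded the endothelial mean in every sprout library, and was at most 0.739 in a tumor library. Lower expression of endothelial genes within each EC would not by itself raise the pluripotency genes. Their rise argues against it as the only explanation, but whether it also occurred cannot be told. Slower differentiation cannot be told apart from a change in the mix of sorted cells.

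The counts of differentially expressed genes were compared with other splits of the libraries. In the tumor ECs, 8 of the 84 splits gave at least 1 gene with edgeR, up to 4 genes. Of the 8 splits that part the 3 same-numbered pairs as the real one does, 3 gave as many, a number of splits too small to give a share under 0.05. With DESeq2, 7 of 84 splits (8.33%) gave at least 116 genes, with a median of 32.5 and a range from 4 to 250, and the splits that part the pairs gave 24 to 147 genes. The DESeq2 count in tumor ECs can therefore not be told apart from the spread between libraries. Of its genes, 75.9% had no overlap between the groups, but they were chosen for such a difference. With every library thinned to the shallowest total, 64 genes were called. In the sprout ECs, 1 of the 3 splits, the real one, gave 565 genes and the others 0 (3884 against 32 and 395 at an unadjusted p under 0.05), and 3 splits cannot give a share under 0.05. The others also group a STOP with a GO library, which widens the spread within groups and leaves little room for calls.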

How the results depend on the processing

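The crossed replicate block was chosen after seeing the data, as was the adjustment of the camera test over 8 lists. The single genes of the granulocyte list and Pdgfrb were also named after seeing the data.

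In the tumor ECs, the counts of genes past the thresholds depended on the test. Against 1 decreased and 0 increased gene in edgeR (384 and 245 at an unadjusted p under 0.05), DESeq2 gave 97 and 19, no filter on low counts gave 7 and 9, the replicate block gave 2 and 0, and limma voom gave 1 and 1. Across the 9 fits that each left out one library, the decreased genes ranged from 1 to 2 and the increased genes stayed at 0. The cause of the gap between the tests was not isolated. In simulated counts with no gene changed, DESeq2 called 23 genes and edgeR 0. The log2 fold change of Apln kept its direction and its side of the threshold in the 6 other settings, and ranged from −7.15 to −6.28 across the fits that left out one library.

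The angiogenesis list in tumor ECs was enriched among decreased genes through Apln alone. Apln was removed by the design, so that enrichment cannot show a decrease of angiogenesis genes. With DESeq2 the list again held 1 decreased gene, and its enrichment no longer passed the threshold (Fisher's exact test, p = 0.280). The camera test of limma over all tested genes placed the list higher in Apelin-depleted ECs (adjusted p = 3.76e-06), as did its median of 0.31 in edgeR. Of the 84 splits of the libraries, the real one included, 4 had a list median at least as far from 0. Leaving out one library, the count of decreased list genes stayed at 1. The granulocyte list went from 0 decreased genes (3 at an unadjusted p under 0.05) to 3 with DESeq2 and to 1 without the filter (Fisher's exact test, p = 0.00109 and p = 0.0149). The cell cycle list kept 0 genes in each setting, with 0 at an unadjusted p under 0.05 in edgeR. The median of the Fig EV3H genes in tumor ECs ranged from 0.16 to 0.36 with one library left out, and was 0.12 with the replicate block.

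Of 126 values for 21 single genes in tumor ECs, 116 kept their direction and side of the threshold, 4 newly passed it and 6 reversed. Aplnr reversed to −0.31 with the replicate block and −0.26 with limma voom, and Tgfb1 to −0.31 and −0.17. Cebpa reversed to 0.54 with the block and Egfr to 0.25 with limma voom. Of 189 values with one library left out, 6 reversed. Aplnr ranged from −0.46 to 0.67, Tgfb1 from −1.27 to 0.84, Egfr from −2.46 to 1.205 and Pecam1 from −0.014 to 0.24. The cause was not tested, and none of these genes passed the threshold in any of these fits. The fit with the block leaves Apelin wild-type replicates 4 to 6 out of its contrast.

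In the sprout ECs, the decreased genes numbered 441 in edgeR, between 365 and 632 with the other tests, filters and counts, 41 with the replicate block and 933 with the crossed block. The increased genes numbered 124, and became 198 with DESeq2, 222 with no filter, 279 with no fold-change threshold, 3 with the replicate block and 302 with the crossed block. The decreased Fig EV3H genes went from 45 to 7 with the block, while their median stayed at −1.68, and was −1.43 with shrunken fold changes. Same-numbered libraries deviated in opposite directions (correlation −0.389), and the cause of the fall in counts with the block was not isolated. With the block, the angiogenesis, vasculogenesis, adhesion and hypoxia lists held 12, 8, 7 and 2 decreased genes, each still enriched by Fisher's exact test. The hypoxia list lost its enrichment in the camera test of limma (adjusted p = 0.141). Apln was between 0.22 and 0.24 in the 8 alternatives and from 0.09 to 0.37 with one library left out. With one library left out, the Fig EV3H median ranged from −1.99 to −1.38. Of 224 values for 28 single genes in sprout ECs, 211 kept their direction and side of the threshold, 9 fell short of it and 4 newly passed it. Of 112 values with one library left out, 10 moved by more than the spread between replicates. Such fits leave 1 library in a group, so no call was made.

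No gene passed the thresholds in both sets of ECs with edgeR. At an unadjusted p under 0.05 in both, 57 genes changed in the same direction and 123 in opposite directions. With DESeq2, 4 did in the same direction and 6 in opposite directions, and with no filter on low counts 1 did in opposite directions.

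At 13073 genes, the simulated tumor design recovered 26.5% of genes with a log2 fold change of 2, so an absence of calls there does not exclude changes of that size.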

Differences from the paper's values

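In the tumor ECs, 1 gene was decreased with edgeR, against about 95 in the paper's Fig 2A, read by eye. The increased genes numbered 0 (245 at an unadjusted p under 0.05), against about 19 in the paper's Fig 2A, read by eye. Of the alternatives set before the data were examined, the DESeq2 Wald test, the tool that the paper's methods name, gave 97 decreased and 19 increased genes and closed both gaps. The other alternatives did not, with 1 to 7 decreased and 0 to 9 increased genes.

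The paper describes processes of angiogenesis as decreased in ECs from Apelin-depleted tumors. In the hand-written angiogenesis list, 55 of 71 genes were higher in these ECs and the median log2 fold change was 0.31. The paper's statement is a prediction by IPA from the differentially expressed genes. The count here covers the directions of all tested genes of another list, of which only Apln passed the thresholds. These are unlike measures and need not match. The rise also cannot be told apart from a difference in the sorted cells.

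The paper describes the Apln STOP insertion as disrupting Apelin mRNA in mESCs. In the sprout ECs labelled STOP, Apln had a log2 fold change of 0.24.

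The paper describes TNF as reduced without Apelin among upstream regulators, by prediction from its targets. The Tnf transcript had between 4 and 12 counts in the sprout libraries and was not tested.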

Other observations

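The counts of splits of the libraries and the test of RNA from other cells in this part were chosen only after the result they concern was seen.

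The 71 tested genes of the hand-written angiogenesis list were higher as a group in the Apelin-depleted tumor ECs, with a median log2 fold change of 0.31. The median difference between group means of log2 CPM, the measure used for the splits, was 0.33, and 4 of the 84 splits of the 9 libraries, the real one included, had a median at least as far from 0. A candidate explanation is that the Apelin wild-type libraries held more RNA from cells other than ECs, which would lower all endothelial genes together. If so, endothelial marker genes would rise at least as much as the other angiogenesis genes. The median of the markers minus that of 61 other angiogenesis genes, which was 0.29, was 0.041, so the markers rose at least as much. The mean of the 12 endothelial markers was 9.57 ± 0.21 (SD, n = 3) on the log2(CPM + 1) scale in Apelin-depleted and 9.25 ± 0.14 (SD, n = 6) in Apelin wild-type libraries (exact permutation test, two-sided, p = 0.0476). The mean of fibroblast and pericyte markers was 2.25 ± 0.42 (SD, n = 3) against 3.80 ± 1.89 (SD, n = 6), with every Apelin-depleted library below every Apelin wild-type library (exact permutation test, two-sided, p = 0.0238). Leukocyte markers went the other way, with 12 of 12 genes higher in Apelin-depleted ECs and a mean of 3.95 ± 2.33 (SD, n = 3) against 3.40 ± 1.199 (SD, n = 6) (exact permutation test, two-sided, p = 0.714). Apelin-depleted replicate 1 had the highest mean of the 9 libraries, at 6.39, although the sort excluded CD45+ cells. The mean of tumor epithelial markers was also higher, at 1.33 against 1.05 (exact permutation test, two-sided, p = 0.214), and that of mesoderm and muscle markers was 2.16 against 2.05 (exact permutation test, two-sided, p = 0.714). Neutrophil markers, among them S100a8 and S100a9, had a mean of 0.857 against 1.09, with 2 of 3 tested genes lower (exact permutation test, two-sided, p = 0.500), and pluripotency markers 0.100 against 0.341 (exact permutation test, two-sided, p = 0.190). These 7 p-values, 1 for each marker list examined, were not adjusted. The marker lists of other cells therefore did not move in one direction. The rise of the angiogenesis list cannot be told apart from a difference in the sorted cells.

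Fold changes of the 11737 genes tested in both sets of ECs were nearly unrelated, with a Pearson's r of −0.0723 and a Spearman's rho of −0.118 across genes, which are not independent replicates.

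Aplnr had a log2 fold change of −2.25 in sprout ECs by library label and 0.21 in tumor ECs, but the difference between the contrasts did not pass its test (2.08, adjusted p = 0.155, limma). Apela, which encodes the other ligand of the receptor, had at most 1 count in the tumor libraries. In the sprout ECs it was at 35.9 ± 8.56 CPM (SD, n = 2) in STOP and 30.0 ± 7.04 CPM (SD, n = 2) in GO libraries, a log2 fold change of 0.26 (adjusted p = 0.516 from edgeR).

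The mean of fibroblast and pericyte markers in the sprout ECs was 4.35 and 6.65 on the log2(CPM + 1) scale in STOP replicates 1 and 2 and 6.97 and 5.09 in GO replicates 1 and 2. Neither the split of STOP 1 and GO 1 against the others nor that of STOP 1 and GO 2 gave a gene past the thresholds, with 32 and 395 genes at an unadjusted p under 0.05. Each of these splits groups a STOP with a GO library, so the difference between labels widens the spread within groups. The absence of calls therefore does not show that the libraries with higher fibroblast and pericyte markers do not differ.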
